# Exploring the multi-level regulation of lignocellulases in the filamentous fungus *Trichoderma guizhouense* NJAU4742 from an omics perspective

**DOI:** 10.1186/s12934-022-01869-3

**Published:** 2022-07-16

**Authors:** Yanwei Xia, Jingfan Wang, Chuanxu Guo, Huanhuan Xu, Wei Wang, Mingzhu Yang, Qirong Shen, Ruifu Zhang, Youzhi Miao

**Keywords:** Plant biomass degradation, Lignocellulases, Regulatory mechanisms, *Trichoderma*

## Abstract

**Background:**

Filamentous fungi are highly efficient at deconstructing plant biomass by secreting a variety of enzymes, but the complex enzymatic regulation underlying this process is not conserved and remains unclear.

**Results:**

In this study, cellulases and xylanases could specifically respond to Avicel- and xylan-induction, respectively, in lignocellulose-degrading strain *Trichoderma guizhouense* NJAU4742, however, the differentially regulated cellulases and xylanases were both under the absolute control of the same TgXyr1-mediated pathway. Further analysis showed that Avicel could specifically induce cellulase expression, which supported the existence of an unknown specific regulator of cellulases in strain NJAU4742. The xylanase secretion is very complex, GH10 endoxylanases could only be induced by Avicel, while, other major xylanases were significantly induced by both Avicel and xylan. For GH10 xylanases, an unknown specific regulator was also deduced to exist. Meanwhile, the post-transcriptional inhibition was subsequently suggested to stop the Avicel-induced xylanases secretion, which explained the specifically high xylanase activities when induced by xylan in strain NJAU4742. Additionally, an economical strategy used by strain NJAU4742 was proposed to sense the environmental lignocellulose under the carbon starvation condition, that only slightly activating 4 lignocellulose-degrading genes before largely secreting all 33 TgXyr1-controlled lignocellulases if confirming the existence of lignocellulose components.

**Conclusions:**

This study, aiming to explore the unknown mechanisms of plant biomass-degrading enzymes regulation through the combined omics analysis, will open directions for in-depth understanding the complex carbon utilization in filamentous fungi.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-022-01869-3.

## Background

Plant biomass, as the most abundant natural material on Earth, can be utilized as a carbon source by microbes, in which filamentous fungi are considered as the outstanding degraders for their ability to secrete all of the necessary enzymes. Turnover of plant biomass by filamentous fungi is an important ecosystem process [1], as well as a key biotechnology that has been harnessed industrially to convert plant biomass into biofuels or other high-value compounds [2]. In nature, plant biomass is composed mainly of lignocellulose, which contains cellulose (40-50%), hemicellulose (25-30%) and lignin (15-30%) [3]. Cellulose is the most abundant polysaccharide, and exists mainly as the recalcitrant crystalline structure formed by the β-1,4-linked D-glucose polymeric chains. Hemicellulose includes polysaccharides with β-1,4-linked backbones, such as xylan, xyloglucan and mannan. Lignin, adding rigidity to the plant biomass, is composed of polymers of aromatic residues and thus very recalcitrant to enzymatic degradation. There are approximately 100–1000 carbohydrate-active enzyme genes (CAZyme genes) in different filamentous fungal genomes [4]. Plant biomass-degrading enzymes (PBDEs) mainly come from the groups of glycoside hydrolases (GHs), carbohydrate esterases (CEs), polysaccharide lyases (PLs) and auxiliary activities (AAs) in the CAZyme genes [5]. These enzymes include cellulases, xylanases, mannanases, ligninases, etc., which can be further subdivided into many detailed enzymes acting on the backbone or side chains of polysaccharides, thereby synergistically degrading the whole complex structure of lignocellulose [6].

The mechanism by which filamentous fungi regulate PBDEs secretion has always been a research hotspot, and many regulators have been identified from various fungi. CreA/CRE1, mediating carbon catabolite repression (CCR), is conserved in filamentous fungi and represses nearly all PBDEs when simple carbon sources (glucose, sucrose, etc.) are available [7]. In *Neurospora crassa*, cellulases are mainly controlled by two positive regulators of CLR-1 and CLR-2. CLR-1 is responsible for activating CLR-2, which further activates the downstream cellulase genes [8]. Under non-inducing conditions, the CLR-3 regulator acts through CLR-1 to repress the cellulolytic response [9]. Meanwhile, the hyperosmotic response (OS) pathway can also repress PBDE genes when sensing extracellular high osmolarity of soluble sugars, which is not overlapped with the CreA/CRE1 mediated CCR [9]. In addition, regulators of VIB1, CLR-4 and COL26 have also been reported to directly or indirectly affect cellulolytic genes expression in *N. crassa* [10, 11]. In another model filamentous fungus, *Trichoderma reesei*, there is a significantly different system for PBDEs regulation [12], in which cellulase and hemicellulase genes are mainly positively regulated by Xyr1. CLR-1 and CLR-2 homologs exist but do not function in cellulases regulation of *T. reesei* [13]. There are also 7 other transcription factors identified as responsible for the regulation of different enzymes in *T. reesei*. For example, XPP1 (Xylanase promoter-binding protein 1) inhibits xylanase expressions in the culture broth during the later stages of fermentation [14]. RCE1 inhibits cellulase genes by competitively binding with Xyr1 to their promoters. ACE3 can specifically bind to the promoters of cellulase and Xyr1 genes, thereby activating extracellular cellulase activities [15]. Among other regulators in *T. reesei*, ACE1 is a negative regulator [16], while HAP2/3/5, ACE2 and RXE1 are positive regulators [17–19]. The above systems of PBDEs regulation in *N. crassa* and *T. reesei* have their own conserveness in filamentous fungi, showing the population differentiation. However, some questions remain, e.g., how diverse are the PBDEs regulatory mechanisms? How are the complex networks of regulating different PBDEs in filamentous fungi?

The *Trichoderma guizhouense* NJAU4742, an efficient lignocellulose degrader and plant beneficial fungus [20–22], was mass-produced by the solid fermentation mainly using crop straws as the carbon source in biofertilizer area of China. Thus, in this study, strain NJAU4742 was used to investigate the regulation of PBDEs when induced by different polysaccharides or under carbon starvation. Through the genetic manipulation, enzymology and omics analysis, we initially revealed the multi-level regulation of lignocellulases, especially for cellulases and xylanases, which were mediated by unknown specific regulators and the post-transcriptional inhibitory effects. The inferred network of lignocellulases regulation in this study will guide the subsequent exploration of molecular mechanisms and provide more target sites for genetic modification in filamentous fungi.

## Results

### Significant differences between Avicel- and xylan-induced extracellular proteins in *Trichoderma guizhouense* NJAU4742

Filamentous fungi can release soluble sugars from the plant biomass by secreting various enzymes, which include cellulases, hemicellulases and ligninases. To investigate the secretion characteristics of these enzymes in *T. guizhouense* NJAU4742, we performed the cultivation using cellulose (Avicel) and xylan, two main polysaccharides in plant biomass, as the sole carbon source respectively. In this process, extracellular protein concentrations, different enzyme activities and SDS-PAGE results were detected and shown in Fig. 1. Avicel-induced extracellular proteins (**AIEP**, stable at 0.59 ± 0.03 mg‧mL^− 1^) had significantly higher concentration (2.32-fold, *p* < 0.01) than xylan-induced extracellular proteins (**XIEP**, stable at 0.25 ± 0.01 mg‧mL^− 1^) after the fifth incubation day (Fig. 1a). SDS-PAGE profiles showed the significant differences in bands number and staining depth between AIEP and XIEP, and protein bands at approximately 63 KDa contributed strongly to total amount of AIEP (Fig. 1b). Enzyme activity detection showed that cellulase activities, including endoglucanases, exoglucanases and FPAases, and mannanase activities existed only in AIEP (Fig. 1c and f). Chitinase and pectinase activities were significantly higher in AIEP than in XIEP (Fig. 1g, h, p < 0.01). For xylanase activities, XIEP had a stable value of approximately 3.84 ± 0.16 (U‧mL^− 1^), while AIEP had a low value of only 0.43 ± 0.08 U‧mL^− 1^ (Fig. 1i, p < 0.01). These results demonstrate the significant differences in detail between AIEP and XIEP in *T. guizhouense* NJAU4742. As the main polysaccharide-degrading enzymes, cellulases were specifically detected in AIEP, while, xylanases were mainly secreted in XIEP.

**Fig. 1:**
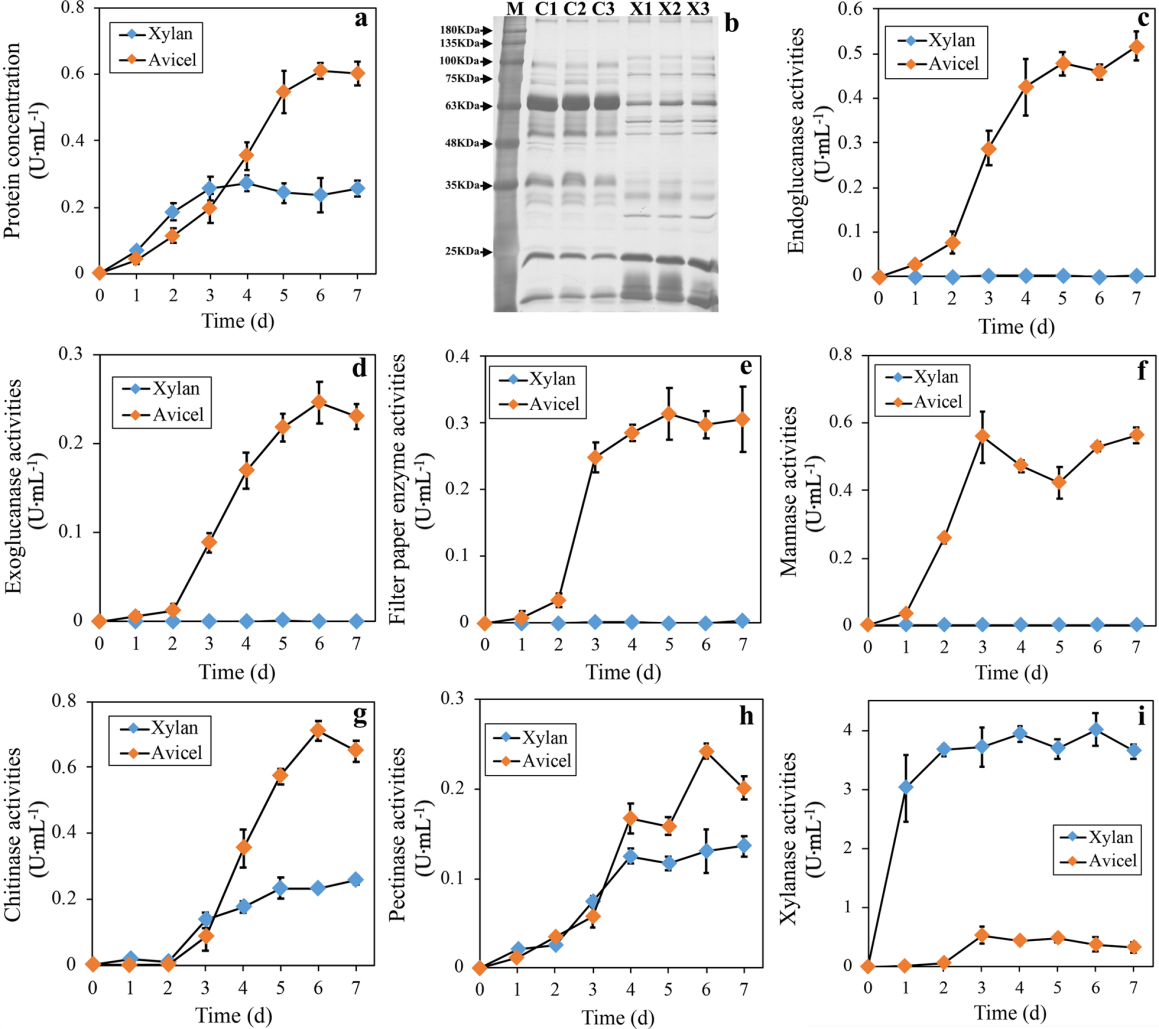
SDS-PAGE analysis and enzyme activity determination for Avicel/xylan-induced extracellular proteins (AIEP/XIEP). The mycelium of strain NJAU4742 was incubated in MM medium containing Avicel or xylan. During the 7 days, extracellular protein concentration (**a**), SDS-PAGE of AIEP/XIEP at the fifth day (**b**), endoglucanase activities (**c**), exoglucanase activities (**d**), filter paper enzyme activities (**e**), mannanase activities (**f**), chitinase activities (**g**), pectinase activities (**h**) and xylanase activities (**i**) were detected. AIEP/XIEP on the fifth day were extracted and then separated using the SDS-PAGE followed by silver staining. M stands for the protein marker; C1-3 an X1-3 stand for the three biological replicates of AIEP and XIEP, respectively. Each detection had three replicates

### Proteomic identification and comparison of Avicel- and xylan-induced extracellular proteins in *Trichoderma guizhouense* NJAU4742

To further distinguish the differences between AIEP and XIEP, SWATH technology was applied to do proteome identification, resulting in 163 identified proteins in total (Additional file 1). Among these, 90 proteins belonged to the carbohydrate-active enzymes (CAZymes), including 72 glycoside hydrolases (GHs), 6 carbohydrate esterases (CEs), 11 auxiliary activities (AAs) and 19 carbohydrate-binding modules (CBMs). These enzymes were further annotated to be 11 cellulose-degrading enzymes, 13 xylan-degrading enzymes, 4 chitinases, 4 mannanases, 6 other hemicellulases and 36 hydrolases acting on α/β-1,2/1,3/1,6-glycosidic bonds (Additional file 1). The other identified proteins had functions of expansin, phytase, lipase, hydrophobins (HFBs), small secreted cysteine-rich proteins (SSCRPs), oxidase or unknown functions.

Most of the identified proteins in both AIEP and XIEP, accounting for approximately 84.67% and 86.50% of the total proteins, respectively, had low secretion levels (< 1% in abundance) (Additional file 1). This distribution was consistent with the SDS-PAGE profile (Fig. 1b), in which only a few protein bands showed high abundances. Among the 25 and 22 highly abundant proteins (> 1% in abundance) in AIEP and XIEP, 17 and 14 of them were from the GH family, respectively (Fig. 2a), indicating the strong connection between the secreted proteins and carbon hydrolysis. In particular, the highest density band at approximately 63 KDa in AIEP probably corresponded to a CBM1-containing exoglucanase with a protein abundance of 18.44%. Other proteins were more evenly distributed in AIEP than in XIEP, resulting in a higher abundance of extracellular proteins in AIEP (Fig. 2a).

**Fig. 2:**
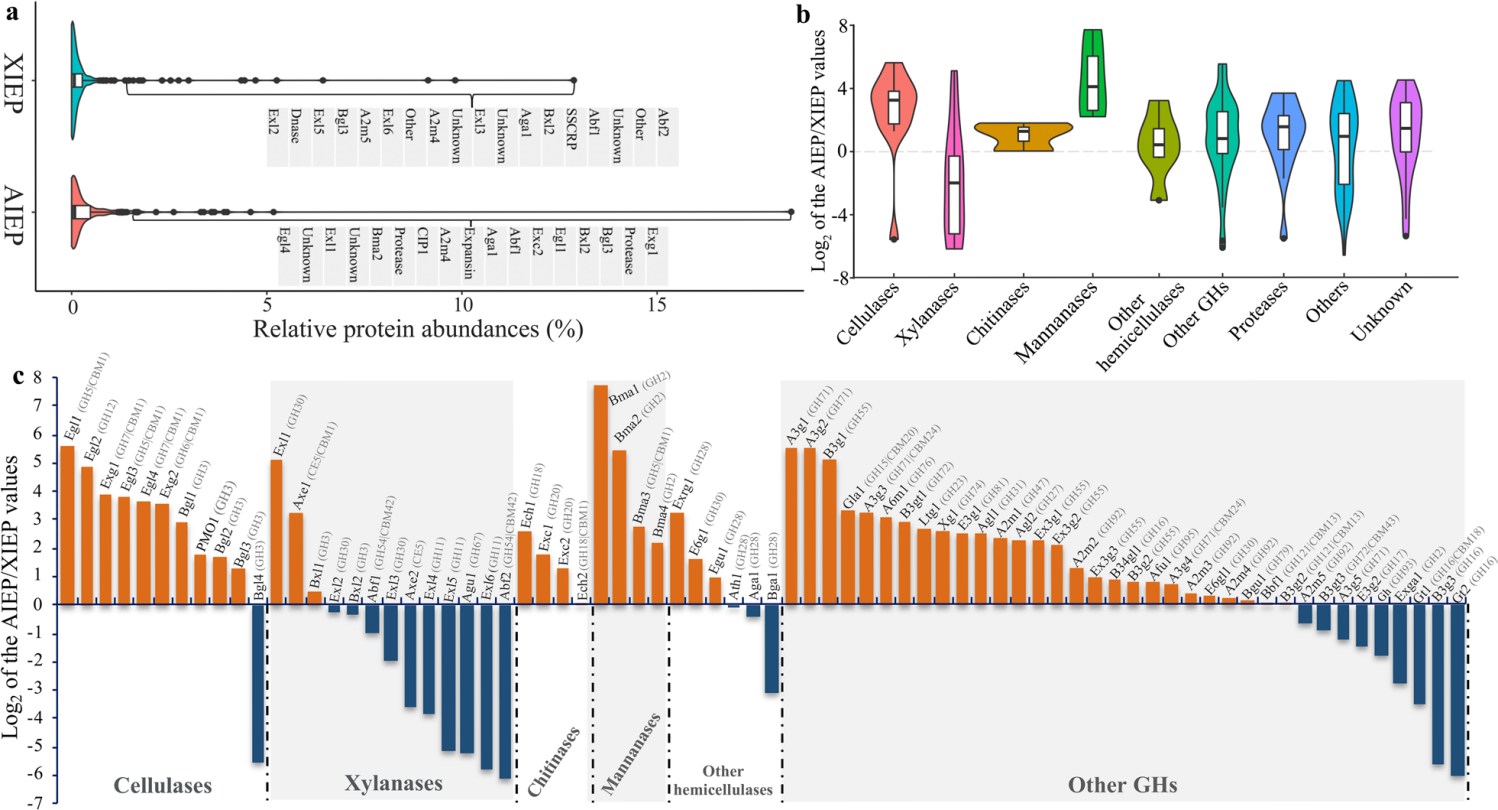
Proteomic analysis of AIEP and XIEP. Extracellular proteins of strain NJAU4742 induced by Avicel or xylan on the fifth day were extracted and identified by the SWATH technique. Violin plot for protein abundances in each sample (AIEP or XIEP) is shown (**A**), and proteins with abundance higher than 1.4% are marked and annotated. In the identified proteins, different groups (cellulases, xylanases, chitinases, mannanases, other hemicellulases, other GHs, proteases, others and unknown) were classified, and the ratio of AIEP/XIEP is shown using the violin plot (**B**). Details, such as the protein annotation, CAZyme families, and AIEP/XIEP values are shown in the histogram for plant biomass-degrading enzymes (**C**). Gene annotations are represented by the corresponding abbreviations. *Egl* endo-β-1,4-glucanase, *Exg* exo-β-1,4-glucanase, *Bgl* β-glucosidase, *PMO* polysaccharide monooxygenase, *Exl* endo-β-1,4-xylanase, *Axe* acetyl xylan esterase, *Bxl* β-xylosidase; Abf, α-L-arabinofuranosidase, *Agu* α-Glucuronidase, *Ech* chitinase, *Exc* Exochitinase, *Bma* β-mannosidase, *Exrg* exo-rhamnogalacturonase, *E6g* endo-β-1,6-galactanase, *Egu* Endo-polygalacturonase, *Ath* α,α-trehalase, *Aga* α-galactosidase, *Bga* β-galactosidase, *A3g* α-1,3-glucanase, *B3g* β-1,3-glucanase, *Gla* glucamylase; A6m, α-1,6-mannanase, *B3gt* β-1,3-glucanosyltransferase, *Ltg* lytic transglycosylase, *Xg* xyloglucanase, *E3g* endo-β-1,3-glucanase; Agl, α-glucosidase; A2m, α-1,2-mannosidase; *Ex3g* exo-β-1,3-glucanase, *B34gl* endo-β-1,3(4)-D-glucosidase, *Afu* α-L-fucosidase, *Bgu* β-Glucuronidase, *Bbf* β-L-arabinobiosidase, *Exga* Exo-β-D-glucosaminidase

These identified proteins were classified into 9 groups, i.e., cellulases, xylanases, chitinases, mannanases, other hemicellulases, other GHs, proteases, other functional proteins and unknown proteins. Ten of the identified 11 cellulases including 4 endoglucanases, 2 exoglucanases, 4 β-glucosidases and 1 polysaccharide monooxygenase (PMO), were secreted by 2.42 ~ 49.38-fold higher in AIEP than in XIEP (Fig. 2b and c), which is consistent with their measured enzyme activities, showing that Avicel could specifically induce cellulase secretion. The only cellulase with a high abundance in XIEP was a β-glucosidase (Fig. 2c), which also contributes to hemicellulose decomposition as a functional enzyme. Therefore, the specific induction by xylan seems to distinguish it from other β-glucosidases.

The identified 13 xylanases included 3 GH30 endo-β-1,4-xylanases, 3 GH11 endo-β-1,4-xylanases, 2 acetyl xylan esterases, 2 α-L-arabinofuranosidases, 2 β-xylosidases and 1 α-glucuronidase. Among them, 8 proteins, including all of the GH11 endo-β-1,4-xylanases, were highly secreted in XIEP, with 1.97 ~ 70.92-fold higher secretion than in AIEP (Fig. 2b and c). Two β-xylosidases and 1 GH30 endo-β-1,4-xylanase showed no obvious differences between AIEP and XIEP. Two highly secreted xylanases in AIEP were an acetyl xylan esterase and a GH30 endo-β-1,4-xylanase. Obviously, as the most important families (GH10 and GH11) of endo-β-1,4-xylanases in filamentous fungi, all 3 GH11 enzymes assisted by the 5 side-chain-cleaving enzymes were responsible for the high xylanase activities in XIEP. The enrichment of GH30 endo-β-1,4-xylanase in AIEP can explain its unstable and low xylanase activities. In addition, it is possible that the GH30 enzymes have other hydrolysis functions. For example, 2 other identified proteins from the GH30 family were annotated as an endo-1,6-β-D-glucanase and an endo-β-1,6-galactanase (Fig. 2c).

Of the 4 chitinases, 3 of them were enriched 2.42- to 5.88-fold in AIEP, with the remaining chitinase having no difference (Fig. 2b, c), consistent with the detection of high chitinase activities in AIEP when compared to XIEP. The 4 identified mannanases were all enriched in AIEP (Fig. 2b, c). Other enzymes, such as other hemicellulases, other GHs, proteases and other functional proteins and unknown proteins, also had the similar distributions that most of them were enriched in AIEP (58-70%) (Fig. 2b, c).

In general, the proteomic results demonstrated the differences in type and content of extracellular proteins in strain NJAU4742 when induced by two different polysaccharides, Avicel and xylan. Combined with the above results of enzyme activity, we proposed that Avicel and xylan activated the significantly different regulatory networks in strain NJAU4742, which subsequently resulted in the different secretion characteristics of those CAZymes, especially cellulases and xylanases.

### Knocking-out *xyr1* demonstrated the indivisibility of cellulases and xylanases regulatory pathways

The above data demonstrated that cellulases and xylanases were obviously controlled by different regulatory pathways in *T. guizhouense* NJAU4742, similar to the regulation model in *Neurospora crassa*, in which xylanases and cellulases are controlled by the transcription factors XLR-1 and CLR-2, respectively [8]. Homologs of XLR-1 and CLR-2 in strain NJAU4742 were identified and designated as TgXyr1 (OPB38038) and TgCLR-2 (OPB38568), respectively, and *∆Tgxyr1* and *∆Tgclr-2* of strain NJAU4742 were thus constructed. Under the induction of 1% (w/v) Avicel or 1% (w/v) xylan, *∆Tgclr-2* had no differences in endoglucanase and xylanase activities when compared with WT NJAU4742 (Additional file 2: Fig S1), and SDS-PAGE also showed similar profiles of extracellular proteins between *∆Tgclr-*2 and WT NJAU4742 (Additional file 2: Fig S1). These results suggested the nonessential role of TgCLR-2 in the regulation of extracellular lignocellulases. However, compared to WT NJAU4742, for *∆Tgxyr1*, only trace levels of extracellular proteins could be detected by SDS-PAGE under the induction of 1% (w/v) Avicel or 1% (w/v) xylan (Fig. 3a), but no any cellulase or xylanase activities (Fig. 3b). These results showed that the regulation of cellulases and xylanases in *T. guizhouense* NJAU4742 were not separated as the case in *N. crassa*, but co-controlled by the transcription factor TgXyr1, which is highly conserved in *Trichoderma species* (Additional file 2: Fig S2).

**Fig. 3:**
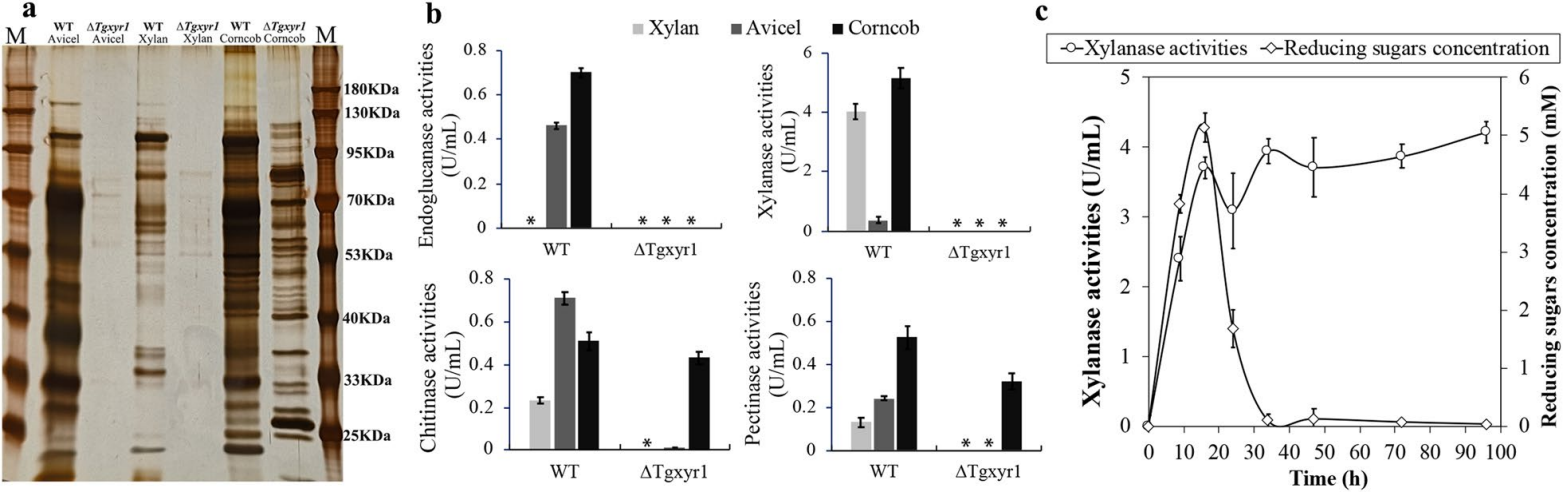
Phenotype analysis of the strain *NJAU4742* and *∆Tgxyr1* mutant. The mycelium of strain NJAU4742 and its *∆Tgxyr1* mutant were cultivated in MM medium using the Avicel, xylan or corncob as the sole carbon source. On the fifth day, extracellular proteins were extracted and detected using SDS-PAGE (**a**), and enzyme activities, including endoglucanase activities, xylanase activities, chitinase activities and pectinase activities, were also determined (**b**). **c** For strain NJAU4742 when induced by xylan, extracellular xylanase activities and reducing sugars concentration were detected in detail. M, Prestained protein ladder; *, no detection values; *WT* wild-type strain NJAU4742. Each detection had three replicates

Obviously, these results showed a paradox: that enzymatic and proteomic analysis revealed the existence of different regulatory pathways for cellulase and xylanase secretions, but they were controlled by the same regulatory pathway mediated by TgXyr1. 

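The transcriptome data hold 28 libraries of WT NJAU4742 and 30 libraries of ∆Tgxyr1, each strain in 10 groups. Mycelium from 2% (w/v) glucose was sampled at 0 h and then moved to 1% (w/v) xylan, to 1% (w/v) Avicel (microcrystalline cellulose) or to medium without a carbon source (carbon starvation, CS). Samples were taken again at 4 h, 24 h and 72 h. Each group held 3 libraries, except for 2 libraries of WT under CS at 4 h and at 72 h. TgXyr1 (OPB38038), the activator gene removed in ∆Tgxyr1, ranged from 1.29 to 143 RPKM over the 28 WT libraries, with a median of 9.79. In ∆Tgxyr1 its highest value was 0.168 RPKM, and 23 of the 30 libraries were listed at 0. The authors aligned the reads with TopHat2 and made gene values with Cufflinks and Cuffnorm, and the deposited table gives RPKM for 11244 genes. The depth is unknown because the table holds no read counts, and the RPKM summed over all genes ran from 553844 to 3295522 per library. Gene functions are those of the authors' annotation, in which some names come from matches in other species such as Hypocrea jecorina (Trichoderma reesei). The 241 CAZyme genes counted here have GH, CE, AA, PL or GT and a number in that annotation or a family in Additional file 1, so genes whose annotation spells the family out in words are left out unless Additional file 1 gives it. Differences were tested with limma on log2(RPKM + 1), in a single model of all 34 groups and 100 libraries that also holds the ∆Tgace1 and ∆Tgace2 mutants. The test covered 10026 genes above 1 RPKM in at least 2 libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.01, a log2 difference of at least 2 and a mean above 2 RPKM in the higher group. A gene called higher than at 0 h is termed induced.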

To further clarify this complex regulation, we investigated the transcriptomes of WT NJAU4742 and *∆Tgxyr1* when induced by 1% (w/v) Avicel and 1% (w/v) xylan. In total, 476 CAZyme genes were identified and analyzed through the cultivation at different time points of 0 h, 4 h, 24 and 72 h. The results showed that only 33 genes were absolutely controlled by TgXyr1. In WT NJAU4742, these 33 genes were highly induced by Avicel or xylan; however, in *∆Tgxyr1*, most of them had almost no expression (Fig. 4, Additional file 3). These genes included 11 cellulases (4 endoglucanases, 2 exoglucanases, 2 PMOs and 3 β-glucosidases), 18 xylanases (2 GH10 endo-β-1,4-xylanases, 4 GH11 endo-β-1,4-xylanases, 3 GH30 endo-β-1,4-xylanases, 2 β-xylosidases, 3 acetyl xylan esterases, 2 α-glucuronidases, 1 α-L-arabinofuranosidase and 1 4-O-methyl-glucuronoyl methylesterase) and 4 other hemicellulases. qPCR verification showed a similar result, in which all tested 9 cellulose-degrading genes and 9 xylan-degrading genes were highly expressed in strain NJAU4742, however no expression values in *∆Tgxyr1* when induced by Avicel (Additional file 2: Fig S3). 

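Of the 241 listed CAZyme genes, 37 depended on TgXyr1. A polysaccharide induced them in WT NJAU4742, they were lower in ∆Tgxyr1 in the same condition, and neither polysaccharide induced them in ∆Tgxyr1. The cbh1 gene (OPB45635) encodes an exoglucanase, which splits cellobiose from the ends of cellulose chains. On Avicel at 24 h it averaged 1.92 ± 1.69 RPKM (SD, n = 3 for each mean) in ∆Tgxyr1 and 940.2 ± 1521 RPKM in WT. The axe1 gene (OPB40352) encodes an esterase that removes acetyl groups from xylan. It averaged 0.157 ± 0.271 RPKM in ∆Tgxyr1 and 364 ± 595 RPKM in WT in the same cultures. On xylan at 24 h the β-xylosidase gene BXL1 (OPB36249) averaged 0.114 ± 0.0999 RPKM in ∆Tgxyr1 and 92.1 ± 37.2 RPKM in WT. The log2 difference between ∆Tgxyr1 and WT was -5.71 for cbh1 (standard error 1.19, adjusted p = 3.4e-05 from limma). It was -5.46 for axe1 (1.14, adjusted p = 3.6e-05) and -6.29 for BXL1 (0.75, adjusted p = 4.6e-11). Across the 37 genes, the median of the highest group mean on a polysaccharide was 61.1 RPKM in WT and 0.759 RPKM in ∆Tgxyr1, where 28 genes stayed under 5 RPKM. Of the 37 genes, 21 were induced in WT by Avicel alone, 10 by xylan alone and 6 by both. Without WT Avicel 24 h replicate 3 the differences of cbh1 and axe1 were -3.56 and -3.27 and no longer passed. Nor did they pass when only the libraries of the compared groups were fitted, a setting with 20 dependent genes. From the induction in WT and the near absence of transcripts in ∆Tgxyr1, the paper concludes that TgXyr1 controls almost all cellulases and xylanases of the strain. The paper rests this on qPCR and on the lack of cellulase and xylanase activity in ∆Tgxyr1 as well.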

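Among the TgXyr1-dependent genes were 7 of 9 main cellulases. These were the exoglucanases cbh1 (OPB45635) and cbh2 (OPB43438), the endoglucanases OPB43431, OPB37031 and OPB41394, the polysaccharide monooxygenase gene cel61a (OPB41190) and the β-glucosidase OPB38105. The xylan-degrading genes gave 11 of 15, among them the GH10 endoxylanase XYN3 (OPB40690) and the GH11 endoxylanases OPB41202, OPB46017 and OPB46304. The others were the GH30 endoxylanases OPB40699, OPB43779 and OPB45639, the β-xylosidases OPB36249 and OPB40840, the α-glucuronidase OPB39965 and axe1 (OPB40352). Of 10 β-glucosidases, which release glucose from cellobiose, 4 were dependent, among them CEL1b (OPB36831) and BGL2 (OPB39337). The mannanase OPB42282 and the xyloglucanase cel74a (OPB46497, chosen after its values were seen) were dependent as well. At 24 h on Avicel, 6 of the 9 main cellulases and 6 of the 15 xylanases were lower in ∆Tgxyr1 than in WT, with the same counts when adjusted over the list alone. On xylan at 24 h, 6 xylanases were lower, 1 was higher, and 3 of the 4 GH11 genes were lower, again with the same counts when adjusted over the list alone. As lists these did not pass limma's camera test against all other genes. The adjusted p was 0.092 for the main cellulases and 0.11 for the xylanases on Avicel (adjusted p = 0.78 and 0.82 with an estimated correlation). On xylan it was 0.052 for the xylanases and 0.13 for the GH11 genes (adjusted p = 0.78 for both with an estimated correlation). With median scaling the xylanase list on xylan did pass.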

All these results clearly showed that strain NJAU4742 used TgXyr1 to absolutely control 6.93% of the CAZyme genes, almost all cellulases and xylanases, to degrade extracellular lignocellulose. In this process, knockout of *Tgxyr1* did not affect the normal transcription of other CAZyme genes. However, the limited carbon source from xylan or Avicel, resulted by the lack of secreted xylanases or cellulases in *∆Tgxyr1*, strongly prevented those CAZymes secretion. 

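Other CAZyme genes induced by the polysaccharides moved both ways in ∆Tgxyr1. Against WT NJAU4742, 14 were lower and 40 were higher in at least 1 of the 6 polysaccharide conditions. A gene called in opposite directions in different conditions is in both counts. The lower ones were 26 at the paper's stated thresholds, 23 with a pseudocount of 0.1 and 22 with array weights. The GH16 gene OPB40363, which encodes a β-glucanase, averaged 805 ± 172 RPKM (SD, n = 3 for each mean) in ∆Tgxyr1 and 7.21 ± 3.11 RPKM in WT on xylan at 24 h. The GT1 glycosyltransferase gene OPB36795 averaged 454 ± 75.8 RPKM in ∆Tgxyr1 and 6.4 ± 1.47 RPKM in WT in the same cultures. Of 22 chitinase genes, 10 were higher in ∆Tgxyr1 than in WT on xylan at 24 h, and 10 when adjusted over the list alone (camera adjusted p = 0.0062, and adjusted p = 0.62 with an estimated correlation). In the Avicel cultures at 24 h 0 of the 22 were higher and 1 was lower, the same when adjusted over the list alone (adjusted p = 0.32, and adjusted p = 0.84 with an estimated correlation). The GH11 endoxylanase gene xyn2 (OPB43840) was lower in ∆Tgxyr1 on xylan at 24 h, at 42.4 ± 18.7 RPKM, but xylan still induced it there. Of 100 splits of the same libraries into groups of these sizes, the real one included, 13 gave at least as many lower genes, and the highest of the others gave 42. The paper describes carbon as limited in ∆Tgxyr1 on xylan or Avicel. The counts of higher and lower genes therefore cannot tell an effect of TgXyr1 from a lack of carbon.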

When using the natural corncob, which might support some other available carbon sources to *∆Tgxyr1*, there were no detectable cellulase and xylanase activities, as expected; however, significant extracellular protein secretion could be detected (Fig. 3a), and other enzyme activities, such as chitinases and pectinases, were comparable to those of WT NJAU4742 (Fig. 3b). These TgXyr1-related results clearly indicate that cellulases and xylanases are indeed regulated by the same pathway controlled by TgXyr1 in *T. guizhouense* NJAU4742; however, their different regulatory phenotypes that cellulases and xylanases are mostly specifically induced by Avicel and xylan, respectively, remain unclear.

**Fig. 4:**
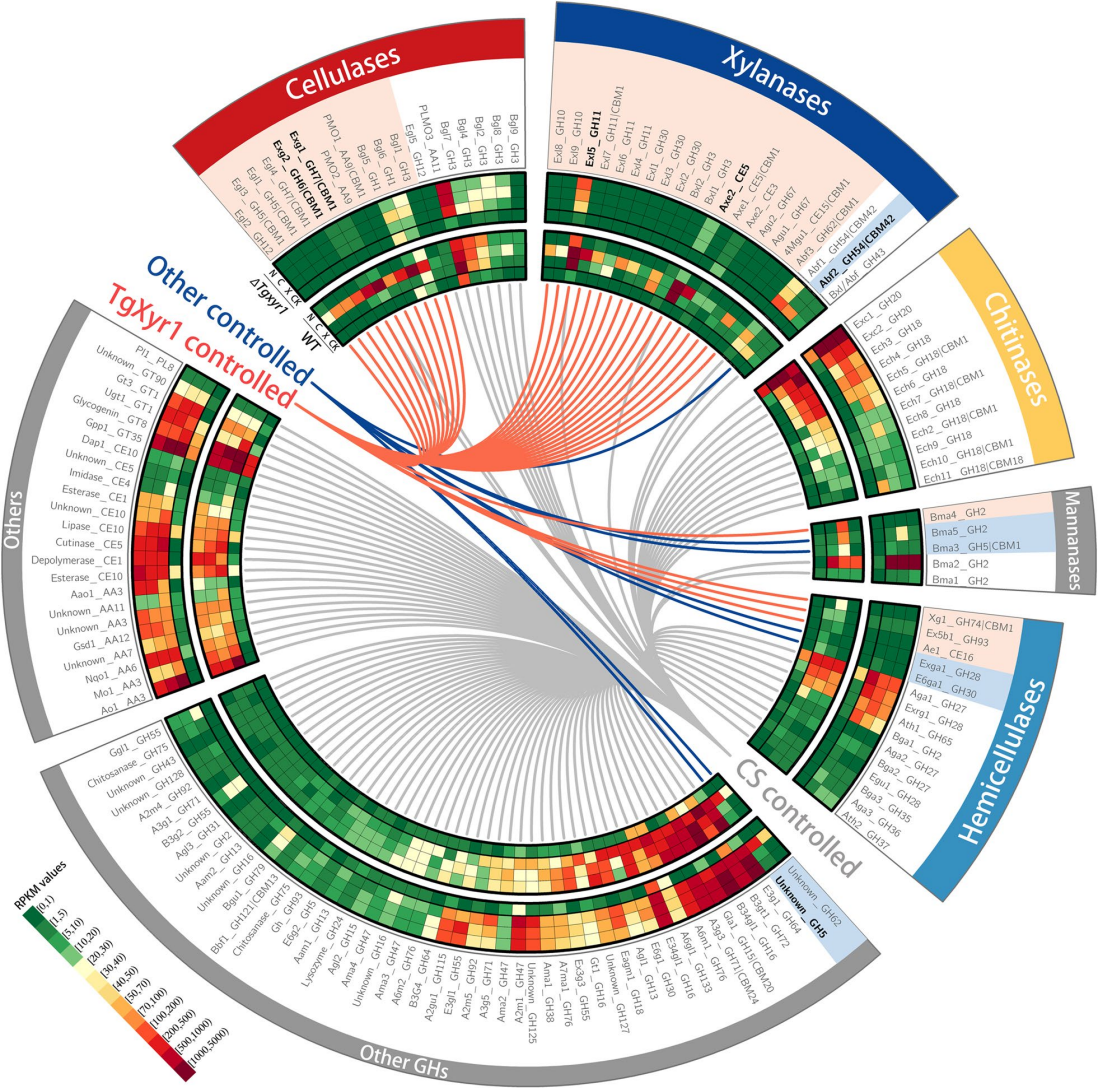
Transcriptome analysis of CAZyme genes in strain NJAU4742 and the ∆*Tgxyr*1 mutant when induced by polysaccharides and carbon starvation. Strain NJAU4742 and the *∆Tgxyr1* mutant were first incubated with glucose and then induced using cellulose, xylan or carbon starvation. Here, we showed the conditions of all polysaccharide/carbon starvation-inducible CAZyme genes in transcriptome data, for which only the highest expression value among the incubation times of 4 h, 24 and 72 h was shown to compare with that value of 0 h for better visualization (see Additional file 3for more information). The first (outermost) circle represents the gene annotation information. The second to the fourth circles represent the carbon starvation-, cellulose- and xylan-induced conditions of the *∆Tgxyr1* mutant, respectively. The fifth circle represents the control at 0 h of the *∆Tgxyr1* mutant. The sixth to eighth circles represent carbon starvation-, cellulose- and xylan-induced conditions of strain NJAU4742, respectively. The last circle represents the control at 0 h of strain NJAU4742. Based on the expression data, genes controlled by TgXyr1, carbon starvation (CS) or other factors were classified and labeled. The color bar indicates the range of RPKM values for each gene. *N* no carbon, *C* cellulose, *X* xylan

### Transcriptome analysis revealed a multi-level regulation of lignocellulases in *T. guizhouense* NJAU4742

To elucidate the complex regulation of lignocellulases, transcriptome analysis was further performed. Strains NJAU4742 and *∆Tgxyr1* were firstly incubated with 2% (w/v) glucose, and then transferred to the induction of 1% (w/v) xylan or Avicel. 

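In WT NJAU4742, xylan or Avicel induced 105 of the 241 listed CAZyme genes at 4 h, 24 h or 72 h. By class these were 92 of 190 glycoside hydrolases (48.4%), 7 of 13 carbohydrate esterases (53.8%), 3 of 11 auxiliary activity enzymes (27.3%) and 3 of 23 glycosyltransferases (13.0%). Avicel induced 79 of the 105 genes and xylan 71, with 45 induced by both, 34 by Avicel alone and 26 by xylan alone. On xylan 39 CAZyme genes were induced at 4 h, 36 at 24 h and 44 at 72 h, and on Avicel 29, 61 and 42 at the same times. Over all genes tested at 24 h, 690 were higher and 707 lower on Avicel than at 0 h, and 459 were higher and 315 lower on xylan (limma). The classes are those of the annotation, so their sizes are not those of the genome-wide CAZyme list behind Fig. 4.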

Among all CAZyme genes, 41.1% GHs (106/258), 26.9% CE (14/52), 19.3% AA (11/57), 16.7% PL (1/6) and 5.2% GT (5/97) were significantly induced by the polysaccharides (> 4 foldchange of RPKM values and p < 0.01, Additional file 3). These induced genes were divided into cellulases, xylanases, chitinases, mannanases, other hemicellulases, other GHs and others.

For cellulases, there were 8 annotated endoglucanases from the GH5, GH7, GH12 and GH45 families in the genome of strain NJAU4742, 3 of which were not inducible by polysaccharides, but 2 of these non-induced genes had high background expression levels with their RPKM (reads per kilobase per million mapped reads) values of 167 and 676 under glucose cultivation (Additional file 3). 

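Of the endoglucanase genes that no polysaccharide induced in WT NJAU4742, the GH12 gene OPB37643 averaged 167 ± 22.5 RPKM (SD, n = 3 for each mean) on glucose at 0 h, and its means over the 6 xylan and Avicel groups ran from 46.8 to 348 RPKM. The GH5 gene CEL5b (OPB46276), annotated as a membrane-bound endoglucanase, averaged 676 ± 150.0 RPKM on glucose and 61.4 to 389 RPKM over the same 6 groups. Both genes were chosen after their values were seen, from their level on glucose.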

The other 5 endoglucanases could be significantly induced by the polysaccharides (> 4 foldchange of RPKM values and p < 0.01) (Fig. 4 and Additional file 3), 4 of which were also identified in the proteomic data (Fig. 2c and Additional file 1). 

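On Avicel, WT NJAU4742 raised the transcripts of both exoglucanase genes and of the endoglucanase genes OPB43431 and OPB37031 at 24 h and 72 h. The exoglucanase gene cbh1 (OPB45635) averaged 0.223 ± 0.207 RPKM (SD, n = 3 for each mean) at 0 h and 1855 ± 2478 RPKM on Avicel at 72 h, a log2 difference of 7.38 (standard error 1.19, adjusted p = 9.2e-07 from limma). At 24 h its log2 difference from 0 h was 6.82 (standard error 1.19, adjusted p = 1.3e-06). The second exoglucanase gene, cbh2 (OPB43438), averaged 0.328 ± 0.039 RPKM at 0 h, 439 ± 707 RPKM at 24 h and 991 ± 1191 RPKM at 72 h. The endoglucanase gene OPB43431 reached 80.3 ± 131 RPKM at 24 h and OPB37031 reached 76.5 ± 102 RPKM at 72 h, both annotated as endoglucanase II. The 3 Avicel libraries of a time differed widely: cbh1 stood at 7, 119 and 2695 RPKM at 24 h and at 4670.1, 0.972 and 895 RPKM at 72 h. Replicate 2 at 72 h stood apart, with a mean r of 0.784 with its own group and of 0.972 with its closest library, replicate 2 under CS at 72 h. The rises of cbh1 did not pass when only the libraries of the compared groups were fitted.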

Two annotated exoglucanases from the GH6 and GH7 families were also highly induced and detected in the proteomic data. All 3 annotated PMOs were inducible; however, 1 of them from the AA11 family had a high background expression level (Fig. 4 and Additional file 3), indicating a potential unknown bio-function. 

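The polysaccharide monooxygenase gene cel61a (OPB41190) encodes an enzyme that cuts cellulose by oxidation. In WT NJAU4742 it averaged 0.131 ± 0.227 RPKM (SD, n = 3 for each mean) on glucose, 109 ± 180.1 RPKM on Avicel at 24 h and 255 ± 262 RPKM at 72 h. Its log2 difference from 0 h was 3.82 at 24 h (standard error 0.91, adjusted p = 2.3e-04 from limma) and 5.78 at 72 h (standard error 0.91, adjusted p = 5.5e-07). The monooxygenase gene OPB37570 stood at 101 ± 4.13 RPKM on glucose in the same strain. Both polysaccharides induced it at 4 h, to 1262 ± 138 RPKM on xylan and 529 ± 109 RPKM on Avicel. The monooxygenase gene cel61b (OPB46655), chosen after its values were seen, was listed at 0 in the 3 glucose libraries and averaged 78.2 ± 123 RPKM on Avicel at 24 h and 45.6 ± 43.5 RPKM at 72 h. Without WT Avicel 24 h replicate 3 the rise of cel61a at 24 h was 1.66 and did not pass, and without replicate 1 it was 5.73. Neither rise of cel61a passed when only the libraries of the compared groups were fitted.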

For the 17 annotated β-glucosidases, only 8 genes were induced (Fig. 4 and Additional file 3). 

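Of the 10 β-glucosidase genes tested, 6 were induced in WT NJAU4742, 4 of them by Avicel alone, 1 by xylan alone and 1 by both. OPB36181, annotated as a probable β-glucosidase and chosen after its values were seen, lay outside this list and was induced by both. The intracellular β-glucosidase genes CEL1b (OPB36831) and BGL2 (OPB39337) averaged 347 ± 335 RPKM and 1233 ± 1202 RPKM (SD, n = 3 for each mean) on Avicel at 72 h. On glucose they averaged 15.2 ± 1.53 and 27.3 ± 5.29 RPKM. Xylan alone induced OPB41313, which averaged 5.5 ± 1.41 RPKM on glucose and 24.8 ± 1.97 RPKM on xylan at 24 h. CEL3b (OPB39055) was lower on Avicel than on xylan at 24 h, at 9.58 ± 2.25 and 46.6 ± 5.58 RPKM. This is a log2 difference of -2.18 (standard error 0.45, adjusted p = 2.5e-05 from limma). BGL1 (OPB36250), chosen after its values were seen, was higher on Avicel, at 20.7 ± 27.2 against 0.211 ± 0.11 RPKM. Its log2 difference was 3.26 (standard error 0.63, adjusted p = 1.1e-05). It was 2.16 without WT Avicel 24 h replicate 3 and did not pass when only the libraries of the compared groups were fitted. Of the 10 genes, 3 were higher and 1 was lower on Avicel than on xylan at 24 h, the same when adjusted over the list alone (camera adjusted p = 0.78, and adjusted p = 0.96 with an estimated correlation).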

Consistent with their functions in deconstructing both cellulose and hemicellulose, most induced β-glucosidases (75%) were induced by both Avicel and xylan. However, these dynamic transcriptome data clearly showed that nearly all main cellulases, including 4 endoglucanases, 2 exoglucanases, 2 PMOs and 2 β-glucosidases, were significantly induced only by Avicel (> 4 foldchange of RPKM values and p < 0.01, Fig. 4 and Additional file 3), supporting the fact that cellulose specifically induced cellulases in strain NJAU4742.

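Of the 9 main cellulase genes, Avicel induced 8 in WT NJAU4742 and xylan induced 1, the monooxygenase gene OPB37570. Thus 7 were induced by Avicel alone, 5 to 7 with single libraries left out and 0 when only the libraries of the compared groups were fitted. A gene not called on xylan can still have risen there. The exoglucanase gene cbh1 (OPB45635) stood at 11.3 ± 4.83 RPKM (SD, n = 3 for each mean) on xylan at 24 h and at 3.2 ± 3.13 RPKM at 72 h. Its mean on glucose at 0 h was 0.223 RPKM, so cbh1 rose on xylan at 24 h without being called. It was higher on Avicel than on xylan, with a log2 difference of 3.55 at 24 h (standard error 1.19, adjusted p = 0.0085 from limma) and 5.83 at 72 h (standard error 1.19, adjusted p = 4.3e-05). At 24 h, 4 of the 9 genes were higher on Avicel than on xylan (5 when adjusted over the list alone), and the camera test of the list gave an adjusted p = 0.13, or an adjusted p = 0.78 with an estimated correlation. Against 0 h, 6 of the 9 genes were higher on Avicel at 24 h, also 6 when adjusted over the list alone (camera adjusted p = 0.037, and adjusted p = 0.78 with an estimated correlation). The 24 h difference of cbh1 lost its call without any of xylan replicates 1, 2 and 3 (3.86, 3.36 and 3.44) and without Avicel replicate 2 (3.65) or 3 (1.41). It was 5.60 without Avicel replicate 1, and it did not pass with a pseudocount of 0.1 or with no filter on low values. At 72 h it was 3.57 without Avicel replicate 1, which did not pass, and 9.17 without replicate 2. Neither difference passed when only the libraries of the compared groups were fitted. From the induction by Avicel alone, the paper concludes that cellulose specifically induces the cellulases.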

80% of the annotated xylanases, including 9 endoxylanases (2 GH10, 4 GH11 and 3 GH30 families), 5 acetyl xylan esterases, 6 β-xylosidases, 2 α-L-arabinofuranosidases and 1 4-O-methyl-glucuronoyl methylesterase were induced by the polysaccharides (Fig. 4 and Additional file 3). 

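All 15 xylanase genes tested were induced by a polysaccharide in WT NJAU4742, 12 by Avicel and 9 by xylan. Both induced 6, Avicel alone 6 and xylan alone 3. Of the 15 genes, 13 were listed because their proteins were found in the Avicel or xylan cultures (Additional file 1). That choice favours induced genes, so the share does not compare with the paper's share of all annotated xylanases. The 3 GH30 endoxylanases were induced by Avicel alone. On xylan at 24 h, 9 of the 15 genes were higher than at 0 h, and 9 when adjusted over the list alone (camera adjusted p = 8.1e-05, and adjusted p = 0.62 with an estimated correlation). On Avicel 8 were higher, again 8 when adjusted over the list alone (adjusted p = 0.016, and adjusted p = 0.78 with an estimated correlation). Avicel against xylan at 24 h gave 2 higher genes (3 when adjusted over the list alone) and 5 lower ones (camera adjusted p = 0.48, and adjusted p = 0.95 with an estimated correlation). The acetyl xylan esterase gene OPB46214 averaged 0.0741 ± 0.128 RPKM (SD, n = 3 for each mean) on glucose, 1501 ± 291 RPKM on xylan at 72 h and 1002 ± 1648 RPKM on Avicel at 24 h. Genes for the use of xylose inside the cell rose strongly on xylan at 24 h. The xylose reductase gene xyl1 (OPB37877) averaged 2438 ± 129 RPKM on xylan and 22.2 ± 5.86 RPKM on glucose. Its log2 difference was 6.75 (standard error 0.30, adjusted p = 4.7e-30 from limma). The xylitol dehydrogenase gene XDH1 (OPB44156) averaged 1077 ± 154 RPKM on xylan and 13.1 ± 6.37 RPKM on glucose. This is a log2 difference of 6.37 (adjusted p = 2.0e-25). Both were lower on Avicel than on xylan at 24 h, at 259 ± 207 and 219 ± 89.3 RPKM. The log2 differences were -3.51 for xyl1 (adjusted p = 6.4e-16) and -2.36 for XDH1 (adjusted p = 2.6e-08). Of 6 pentose catabolism genes, 4 were higher on xylan than at 0 h, and 4 when adjusted over the list alone (camera adjusted p = 1.6e-09, and adjusted p = 8.2e-04 with an estimated correlation).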

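The GH10 endoxylanase gene XYN3 (OPB40690) was listed at 0 on glucose in WT NJAU4742. At 24 h it averaged 62.1 ± 104 RPKM (SD, n = 3 for each mean) on Avicel and 0.641 ± 0.24 RPKM on xylan. This is a log2 difference of 2.62 (standard error 0.66, adjusted p = 5.2e-04 from limma). At 72 h it averaged 0.16 ± 0.226 RPKM on Avicel and 0.0729 ± 0.126 RPKM on xylan. These did not differ past the threshold (log2 difference 0.10, adjusted p = 0.93). A second gene annotated to GH10, OPB45659, chosen after its values were seen, averaged 4.01 ± 6.55 RPKM on Avicel and 0.191 ± 0.184 RPKM on xylan at 24 h (log2 difference 1.16, adjusted p = 0.19, not passed). At 72 h OPB45659 averaged 27.6 ± 29 RPKM on Avicel and 0.0772 ± 0.134 RPKM on xylan, a log2 difference of 3.43 (standard error 0.76, adjusted p = 1.4e-04). The 24 h difference of OPB45659 was 0.04 without Avicel replicate 3 and 1.86 without replicate 1. The 24 h Avicel value of XYN3 rests on replicate 3, at 183 RPKM beside 0.233 and 3.42 RPKM. Its difference was 0.52 without it, which did not pass, and 4.13 without replicate 1. At 72 h the small difference of XYN3 changed sign, to -0.05, without Avicel replicate 3 and with array weights. The 72 h difference of OPB45659 was 2.25 without Avicel replicate 1, which did not pass, and 5.19 without replicate 2. XYN3 at 24 h did not pass with a pseudocount of 0.1 or with array weights, and neither difference passed when only the libraries of the compared groups were fitted.

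**Figure D1:**
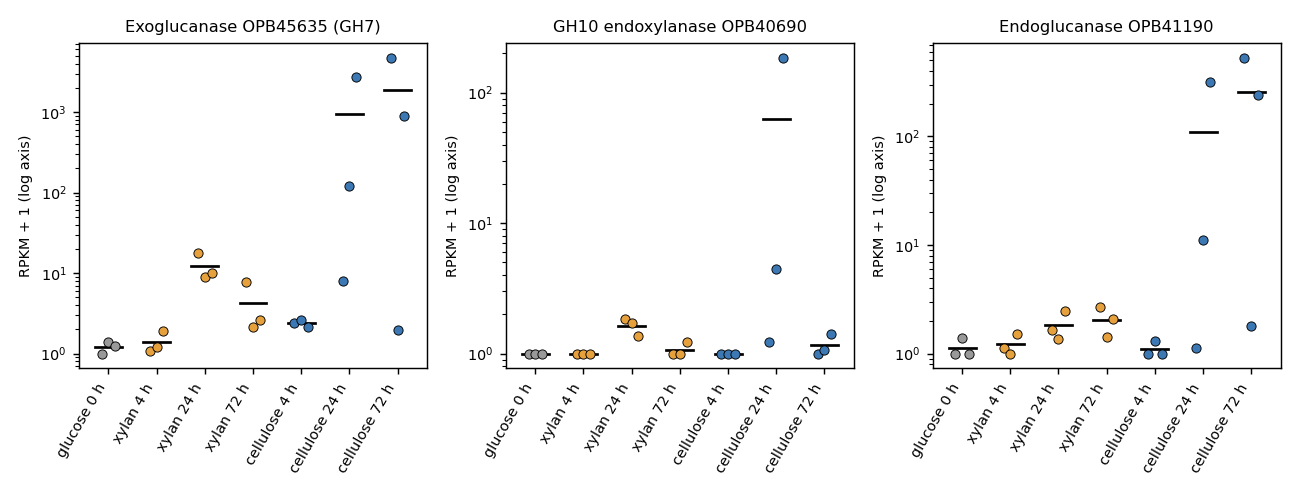
RPKM + 1 on a log axis for cbh1 (OPB45635), XYN3 (OPB40690) and cel61a (OPB41190) in each WT NJAU4742 library on glucose at 0 h and on xylan and Avicel (labelled cellulose) at 4 h, 24 h and 72 h; points are libraries and lines are means. The Avicel libraries at 24 h and 72 h spread far apart, with XYN3 at 183 RPKM in a single library.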

As the major endoxylanases of filamentous fungi, the 2 GH10 endoxylanases had no significant expression under the xylan induction but were highly induced by Avicel (> 4 foldchange of RPKM values and p < 0.01, Fig. 4 and Additional file 3). This result indicates the special induction of GH10 endoxylanases by cellulose but not xylan in strain NJAU4742. However, the Avicel specifically highly indued GH10 endoxylanases were not detected in the proteomic identification of AIEP (Fig. 2c and Additional file 2), and also conflicted with the low extracellular xylanase activities of AIEP (Fig. 1i). Similarly, all 4 GH11 endoxylanases were also highly induced by Avicel with the level significantly higher than or similar to those by xylan (Fig. 4 and Additional file 3). This better induction by Avicel also conversely leaded to much lower extracellular protein abundances and enzyme activities of GH11 endoxylanases in AIEP when compared to XIEP (Fig. 2c and Additional file 1). qPCR verification supported the Avicel-specific induction of GH10 xylanase genes and comparable induction of GH11 xylanase genes with xylan (Additional file 2: Fig S3). Thus, the results seem to support a function of the post-transcriptional inhibition (PTI) existed on xylanase secretion in strain NJAU4742. 

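The 4 GH11 endoxylanase genes, which encode small xylan-cutting enzymes, were all induced by Avicel at some time in WT NJAU4742. Xylan induced 3 of them. The most abundant, xyn2 (OPB43840), averaged 2327 ± 3760.4 RPKM (SD, n = 3 for each mean) on Avicel and 1077 ± 169 RPKM on xylan at 24 h. At 72 h the means were 115 ± 98 and 2911 ± 673 RPKM. It did not differ past the threshold at 24 h (log2 difference -1.45, standard error 1.02, adjusted p = 0.22 from limma). It was lower on Avicel at 72 h (log2 difference -5.50, standard error 1.02, adjusted p = 8.0e-06). OPB46304, annotated as xyn1, was lower on Avicel than on xylan at 24 h, at 0.657 ± 1.14 and 7.52 ± 2.99 RPKM (log2 difference -2.50, adjusted p = 3.9e-04). It did not pass at 72 h, at 12.7 ± 15.7 and 24.2 ± 9.13 RPKM (log2 difference -1.88, adjusted p = 0.01). OPB46017, also annotated as xyn1, was lower on Avicel at 24 h, at 0.774 ± 0.635 and 11.3 ± 6.58 RPKM (log2 difference -2.72, adjusted p = 5.9e-04). It was higher on Avicel at 72 h, at 61.1 ± 66.2 and 2.57 ± 1.36 RPKM (log2 difference 2.92, adjusted p = 3.9e-04). OPB41202 averaged 61.7 ± 103 RPKM on Avicel and 2.63 ± 1.68 RPKM on xylan at 24 h (log2 difference 1.77, adjusted p = 0.17, not passed). At 72 h it averaged 571 ± 714 and 1.17 ± 0.846 RPKM (log2 difference 5.25, adjusted p = 6.5e-05). At 24 h, 2 of the 4 genes were lower on Avicel than on xylan, the same when adjusted over the list alone (camera adjusted p = 0.47, and adjusted p = 0.85 with an estimated correlation). Single Avicel libraries decided several of these values. At 24 h the difference of xyn2 was 0.37 without replicate 1 and -3.50, which passed, without replicate 3 or with array weights (-2.53), and that of OPB41202 was -0.22 without replicate 3. At 72 h, leaving out replicate 1 gave 1.72 for OPB46017 and 3.18 for OPB41202, neither of which passed, and -3.01 for OPB46304, which did. Leaving out replicate 2 gave 4.60, 8.39 and -0.52. Without xylan 72 h replicate 2 OPB46304 passed at -2.22, and with array weights its 72 h difference was 0.28. None of the 72 h calls of the other 3 genes held when only the libraries of the compared groups were fitted, and the 24 h call of OPB46304 did not hold with a pseudocount of 2.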

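The log2 ratio of secreted protein between Avicel and xylan cultures (Additional file 1, day 5) was set against the log2 transcript difference at 24 h for 162 proteins with a gene in the table. Across these genes, which are not independent replicates, Pearson's r was 0.239 (permutation p = 0.0022, adjusted p = 0.0022 over 6 tests of this kind). Spearman's rho was 0.284 (permutation p = 2.3e-04, adjusted p = 4.6e-04). With transcripts at 72 h r was 0.381 and rho was 0.365 (adjusted p = 3.0e-05 for each, from p = 1.0e-05, the smallest that the permutations can give). The other 2 tests compared residuals from the line through all proteins and are not used here, since at such an r a residual lies close to the protein ratio itself. The proteins were collected on day 5 and the transcripts by 72 h. From high transcripts but low secreted xylanase on Avicel, the paper proposes a post-transcriptional inhibition of xylanase secretion.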

And, this deduced PTI is removable, for example, the 2 GH10 endoxylanases were exactly identified in extracellular proteins at the fourth incubation day when strain NJAU4742 was fermented with rice straw in our previous study [23]. Meanwhile, extracellular enzymes induced by the corncob in this study also showed high xylanase and cellulase activities together (Fig. 3b). Certainly, the existence or not of the PTI on xylanase secretion should be discussed in detail.

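In WT NJAU4742, 12 of the 22 chitinase genes tested were induced by xylan or Avicel. These were 10 of the endochitinase family GH18 and 2 of the exochitinase family GH20. Avicel induced 10 of them and xylan 9, with 7 induced by both. The endochitinase gene CHI18-15 (OPB37700) averaged 0.396 ± 0.337 RPKM (SD, n = 3 for each mean) on glucose and 159 ± 21.6 RPKM on Avicel at 24 h. This is a log2 difference of 6.86 (standard error 0.59, adjusted p = 6.1e-16 from limma). The gene OPB43505, matched to chit42 of T. harzianum, averaged 0.135 ± 0.152 and 208 ± 10.2 RPKM in the same cultures (log2 difference 7.53, standard error 0.63, adjusted p = 1.8e-16). The GH20 gene OPB39538 averaged 9.68 ± 4.35 and 252 ± 41.7 RPKM, a log2 difference of 4.63 (standard error 0.66, adjusted p = 9.6e-09). On Avicel at 24 h, 10 of the 22 genes were higher than at 0 h, and 10 when adjusted over the list alone (camera adjusted p = 9.1e-04, and adjusted p = 0.60 with an estimated correlation). Further, 10 were higher and 1 was lower than on xylan, the same when adjusted over the list alone (adjusted p = 9.1e-04, and adjusted p = 0.60 with an estimated correlation). On xylan at 24 h, 2 were higher and 1 was lower than at 0 h, also when adjusted over the list alone (adjusted p = 0.98).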

The annotated chitinases include 21 GH18 endochitinases and 2 GH20 exochitinases, of which 10 endochitinase genes and 2 exochitinase genes were significantly induced by the polysaccharides (> 4 foldchange of RPKM values and p < 0.01, Fig. 4 and Additional file 3). Exochitinase 1 (Exc1) had a high background expression level (RPKM = 364 under glucose cultivation). 

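The exochitinase gene OPB45605 stood at 364 ± 91.9 RPKM (SD, n = 3 for each mean) on glucose in WT NJAU4742 and rose on xylan, to 1556 ± 224 RPKM at 24 h and 4018 ± 279 RPKM at 72 h. Its log2 difference from 0 h was 2.12 at 24 h (standard error 0.33, adjusted p = 2.3e-07 from limma) and 3.49 at 72 h (standard error 0.33, adjusted p = 1.2e-14). Without WT 0 h replicate 3 the 24 h difference was 1.89, under the log2 limit. The endochitinase gene CHI18-7 (OPB36499) averaged 112 ± 46.5 RPKM on glucose and 39 ± 3.09 RPKM on Avicel at 24 h. This is a log2 difference of -1.43 (standard error 0.21, adjusted p = 3.1e-08) that did not reach the log2 limit.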

The non-induced endochitinase (OPB36499) also had a high background expression value of RPKM 112 under glucose cultivation. For the other enzymes, 71.4% of the remaining hemicellulases were induced by polysaccharides, showing the importance of hemicellulases in lignocellulose deconstruction. Among the other 161 GHs, 31.1% were induced by polysaccharides, mainly the α/β-1,2/3/6-glycoside hydrolases.

### Carbon starvation-induced transcriptome helped to understand the whole regulatory process of carbon utilization in strain NJAU4742

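Under CS at 24 h, WT NJAU4742 raised 599 genes and lowered 638 against 0 h (limma). Among the largest rises was the α-1,6-mannanase gene OPB41755 of family GH76. It averaged 638 ± 3.63 RPKM (SD, n = 3 for each mean) under CS and 0.886 ± 0.178 RPKM on glucose, a log2 difference of 8.41 (standard error 0.79, adjusted p = 1.7e-14 from limma). The phosphoenolpyruvate synthase gene OPB42829 reached 234 ± 4.42 RPKM from 0.539 ± 0.306 RPKM, a log2 difference of 7.28 (adjusted p = 3.5e-15). The lactate dehydrogenase gene OPB42830 reached 573 ± 22.8 RPKM from 1.26 ± 0.514 RPKM, a log2 difference of 8.01 (adjusted p = 2.6e-16). Chitinase genes rose too. CHI18-15 (OPB37700) reached 135 ± 5.66 RPKM (log2 difference 6.63, adjusted p = 2.7e-15). OPB43505 reached 224 ± 8.35 RPKM (log2 difference 7.64, adjusted p = 1.0e-16), and the GH20 gene OPB39538 reached 323 ± 6.97 RPKM (log2 difference 4.99, adjusted p = 1.4e-09). Of the 22 chitinase genes, 8 were higher under CS at 24 h, and 8 when adjusted over the list alone (camera adjusted p = 0.0011, and adjusted p = 0.60 with an estimated correlation).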

To further understand the mechanism of CAZymes regulation, we also performed the transcriptome analysis under carbon starvation (CS) for both strains NJAU4742 and *∆Tgxyr1* at the induction times of 0 h, 4 h, 24 and 72 h, respectively. The results showed that CS totally induced 109 CAZyme genes, which were completely included in the 143 polysaccharide-induced CAZyme genes (Fig. 4 and Additional file 3). Therefore, we classified these genes into 5 different groups as their regulation (Fig. 4). 

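CS induced 58 CAZyme genes in WT NJAU4742, 27 of them at 4 h, 34 at 24 h and 44 at 72 h. Of these 58, 55 (94.8%) were also induced by xylan or Avicel, which is 52.4% of the 105 genes the polysaccharides induced. The remaining 3 were OPB37565 of family GH79, the glycosyltransferase OPB40414 of family GT4 and the α-galactosidase OPB44806 of family GH27, named after their values were seen. Independent lists of these sizes would share 26.1 genes, and simulated groups without a difference but with shared 0 h controls, which leave out the real effects, shared at most 0 in 100 draws. Both lists were taken against the same 3 glucose libraries, so a part of the overlap can come from them. Over all genes, 836 of 1034 genes induced by CS were also among the 1557 induced by a polysaccharide.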

The first group was defined as CS specifically controlled genes, which contained 103 genes that were induced but no significant difference in their induction levels between polysaccharides and carbon starvation. Genes only induced by polysaccharides, were defined as TgXyr1 specifically controlled genes, of which *TgXyr1* knockout completely blocked their expressions (29 genes, the second group), or the other factors specifically controlled genes (4 genes, the third group). 

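Of the 105 CAZyme genes induced by a polysaccharide in WT NJAU4742, 50 were not induced by CS, and 32 of these 50 depended on TgXyr1. Genes still induced by a polysaccharide in ∆Tgxyr1 are left out of the dependent ones by definition. The other 5 dependent genes were induced by CS as well. These were the α-mannosidase OPB37089 of family GH47, the GH36 gene OPB44301, the lysozyme OPB46444 of family GH24, the β-1,6-glucanase OPB46546 of family GH5 and the α-glucosidase OPB37662 of family GH31, named after their values were seen. The highest group mean on a polysaccharide was 53 RPKM in WT and 15.2 RPKM in ∆Tgxyr1 for OPB37089. It was 37 and 3.78 RPKM for OPB44301, 16 and 2.09 RPKM for OPB46444, 11.9 and 3.6 RPKM for OPB46546, and 4.16 and 0.805 RPKM for OPB37662. From the wide induction by CS, the paper proposes that the strain makes many glycoside hydrolases when carbon is lacking so as to cover the carbon sources around it.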

There were 5 genes that were highly induced by the polysaccharides and slightly induced by the CS, TgXyr1 knockout would decrease the original high polysaccharides-induction levels to the low CS-induction levels in 4 genes of them. These 4 genes were thus defined as TgXyr1 and CS co-controlled genes (the fourth group), and the left gene was co-controlled by the other factors and CS (the fifth group). From this information, we can speculate that when carbon source is lacking in the environment, strain NJAU4742 tended to activate many different glycoside hydrolases, thereby fully covering the environmental carbon spectrum to obtain the sufficient carbon source and energy for survival. However, to obtain carbon source from lignocellulose, strain NJAU4742 only slightly activated 4 lignocellulose-degrading genes (2 exoglucanases, 1 GH11 endoxylanase and 1 acetyl xylan esterase) before largely secreting all 33 TgXyr1-controlled lignocellulases if confirming the existence of lignocellulose components. This strategy for lignocellulose utilization was obviously more economical.

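Under CS at 4 h, WT NJAU4742 raised the GH11 endoxylanase gene xyn2 (OPB43840) from 6.37 ± 1.98 RPKM (SD, n = 3 for each mean unless another n is given) on glucose to 157 ± 8.2 RPKM (SD, n = 2), a log2 difference of 4.46 (standard error 1.14, adjusted p = 0.0013 from limma). The acetyl xylan esterase gene OPB46214 rose as well, to 9.18 ± 1.75 RPKM (SD, n = 2) at 4 h, 14.3 ± 1.22 RPKM at 24 h and 7.47 ± 0.898 RPKM (SD, n = 2) at 72 h. Its log2 difference at 24 h was 3.83 (standard error 0.91, adjusted p = 2.7e-04). The exoglucanase genes did not pass at 4 h. The mean of cbh1 (OPB45635) was 6.06 ± 3.14 RPKM (SD, n = 2; log2 difference 2.47, standard error 1.33, adjusted p = 0.14). The mean of cbh2 (OPB43438) was 3.23 ± 0.407 RPKM (SD, n = 2; log2 difference 1.67, standard error 1.27, adjusted p = 0.32). With array weights, or with only the libraries of the compared groups fitted, cbh1 did pass at 4 h. With 2 libraries at 4 h, leaving out CS replicate 1 or 2 gave 4.52 or 4.41 for xyn2, and neither passed. The call of OPB46214 at 4 h was lost in the same way (3.42 or 3.06), without any 1 of 0 h replicates 1, 2 and 3 (3.34, 3.19 and 3.19), with no filter on low values and with a pseudocount of 2. From these scouting enzymes the paper infers an economical strategy for the use of lignocellulose.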

## Discussion

Filamentous fungi secrete a variety of lignocellulosic enzymes through a complex regulatory system, in which the regulatory pathways of different enzymes have strong interactions with each other, and thus need to be understood. In this study, *T. guizhouense* NJAU4742 was induced by the polysaccharides of xylan and cellulose, and it responded by secreting different extracellular proteins, AIEP and XIEP. As the main polysaccharide-degrading enzymes, cellulase activities were specifically detected in AIEP, while, xylanase activities were mainly detected in XIEP. Proteomic analysis also demonstrated this phenomenon, i.e., the main cellulases (Egls, Exgs, PMOs and Bgls) were enriched in AIEP, while the main xylanases (GH11 Exls, Afbs, Agus and Axes) were enriched in XIEP. Therefore, we speculated that cellulases and xylanases were independently regulated in strain NJAU4742. Similar results were also reported in *N. crassa*, in which xylan could not induce any cellulase activities, and the corresponding mechanism showed that cellulases were controlled by the CLR-1/CLR-2-mediated pathway, while xylanases were controlled by Xyr1 [9]. However, *∆Tgxyr1* and *∆Tgclr-2* in the strain NJAU4742 background demonstrated that TgCLR-2 did not have a role in cellulases regulation, and TgXyr1 deletion disrupted both cellulase and xylanase secretions under all tested conditions. Transcriptome analysis indicated that nearly all cellulase and xylanase genes were absolutely dependent on TgXyr1 for expression. These results, however, indicated that both cellulases and xylanases were under the control of the same TgXyr1-mediated regulatory pathway. Thus, the above two contradictory conclusions prompted us to think about how cellulases and xylanases could specifically respond to different extracellular polysaccharides while simultaneously being controlled by the same Xyr1-mediated regulatory pathway in *T. guizhouense* NJAU4742.

Transcriptome analysis gave the result that cellulase genes were specifically induced by cellulose but not xylan. However, TgXyr1 was strongly induced by both cellulose and xylan in strain NJAU4742 (Additional file 3), but the highly expressed TgXyr1 did not activate cellulase genes it controlled under xylan induction. 

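TgXyr1 (OPB38038) averaged 1.6 ± 0.475 RPKM (SD, n = 3 for each mean) on glucose in WT NJAU4742 and was induced by Avicel at every time. It reached 10.4 ± 1.27 RPKM on Avicel at 4 h, 35.7 ± 38.1 RPKM at 24 h and 65.7 ± 67.7 RPKM at 72 h. The log2 differences from 0 h were 2.14 (adjusted p = 1.0e-05 from limma), 3.33 (adjusted p = 7.7e-11) and 4.18 (adjusted p = 3.4e-13), each with a standard error of 0.40. On xylan it averaged 7.89 ± 1.21 RPKM at 4 h, 2.17 ± 0.945 RPKM at 24 h and 9.2 ± 1.22 RPKM at 72 h. These log2 differences were 1.78 (adjusted p = 1.3e-04), 0.26 (adjusted p = 0.65) and 1.98 (adjusted p = 1.8e-05), so that the rises at 4 h and 72 h fell short of the log2 limit alone. At 4 h it passed with a pseudocount of 0.1 and at the paper's stated thresholds, where the ratio of the means is used. At 72 h it passed with these, with median scaling, with array weights, and without 0 h replicate 3 (2.12) or xylan 72 h replicate 1 (2.08). On Avicel the 4 h rise did not pass with a pseudocount of 2, nor the 72 h rise when only the libraries of the compared groups were fitted. From TgXyr1 induction by both polysaccharides beside silent cellulase genes on xylan, the paper proposes a cellulase-specific repressor or a further activator.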

Two possible hypotheses were thus proposed for this phenomenon: (1) Similar to the function of CLR-3 in *N. crassa* [9], a specific repressor may exist by directly inhibiting cellulase gene expression, and this repression can only be removed by cellulose induction. This putative repressor will not be the CLR-3 homolog in strain NJAU4742 due to its function by repressing CLR-1/CLR-2 pathway, which, however, does not work in strain NJAU4742. (2) In addition to the TgXyr1, there may be another specific activator of cellulase genes, which can be specifically induced by cellulose and is as indispensable as TgXyr1 for cellulase gene expression. In *Trichoderma reesei*, some similar cellulase activators have been reported, such as RXE1 and ACE3. RXE1 functions by activating Xyr1 expression, and it was thus excluded from our speculation [19]. ACE3 could specifically bind to most cellulase gene promoters, in which ACE3 interacts with the Xyr1 regulator, and ACE3 deletion stops cellulase secretion [15, 24]. This information is very consistent with our speculation; however, a homolog of ACE3 (OPB36832), similar to TgXyr1, was significantly induced by both cellulose and xylan in strain NJAU4742 (> 4 foldchange of RPKM values and p < 0.01, Additional file 3). In addition, ACE3 was also reported to bind Xyr1 promotor and thus affect xylanase gene expression indirectly [15]. 

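The ACE3 homolog OPB36832 averaged 12.5 ± 2.94 RPKM (SD, n = 3 for each mean) on glucose in WT NJAU4742. Avicel induced it at 24 h and 72 h, to 98.4 ± 88.5 and 93.1 ± 45.6 RPKM. Its log2 differences from 0 h were 2.55 (standard error 0.27, adjusted p = 1.7e-12 from limma) and 2.71 (standard error 0.27, adjusted p = 1.5e-12). On Avicel at 4 h it averaged 21.8 ± 1.82 RPKM, with a log2 difference of 0.78 (adjusted p = 0.017) that did not pass. On xylan it averaged 24.1 ± 2.99 RPKM at 4 h, 8.43 ± 0.598 RPKM at 24 h and 35.3 ± 2.36 RPKM at 72 h. The log2 differences were 0.91 (adjusted p = 0.0034), -0.49 (adjusted p = 0.14) and 1.45 (adjusted p = 4.6e-06), none of which reached the log2 limit. Without WT Avicel 24 h replicate 3 the 24 h rise was 1.86 and did not pass. Neither Avicel rise passed when only the libraries of the compared groups were fitted.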

Ultimately, this analysis reflected the possibility of an unknown cellulase-specific regulator, which is expected to be the necessary but insufficient for cellulase secretion by strain NJAU4742.

For xylanase activity, the PTI function was deduced mainly for the difference between xylanase transcription and secretion. Considering the detection time of transcriptome (0–72 h) and proteome (5th d), the possible reason could be concluded that GH10 endoxylanases might be degraded or inhibited in time region from 72 h to 5 d. In *T. reesei*, inhibition of xylanase transcription really happened during the later stages of fermentation [14]. However, a logical error existed that the highly indued GH10 endoxylanases should be reflected as extracellular xylanase activity at least one certain stage of the fermentation process, which, however, is indeed that Avicel-induced activities of xylanases maintain a quite stable and low state during the fermentation of 7 days in strain NJAU4742 (Fig. 1i). Of course, the easy degradation of xylan released much more soluble sugars, which possibly activated CCR during the process, and thus might contribute to the low protein secretion in XIEP. Nonetheless, CCR effect theoretically limited the further increase of xylanase secretion in XIEP, so it did not affect the conclusion that xylan can specifically induce xylanase secretion. The whole phenomenon was difficult to explain, somewhat similar to that of *∆Tgxyr1*, in which the uncontrolled genes, including chitinases, pectinases etc., were highly induced by Avicel or xylan, however there were no obvious extracellular enzyme activities. The lack of carbon source explained the phenomenon of *∆Tgxyr1*, but in strain NJAU4742, Avicel degradation could provide enough soluble sugars for large secretion of extracellular proteins (Fig. 1a). Therefore, the phenomenon of high induction but quit low secretion of xylanase under cellulose induction was not caused by lack of carbon source. On the other hand, the problem might also come from the calculation of xylanase activities, which was actually not normalized to strain biomass. Thus, higher strain growth fermented by xylan might interfere the comparison of secreted xylanases between AIEP and XIEP. For verification, xylan fermentation of strain NJAU4742 was further performed and showed that xylanase activity was produced rapidly (60% at 9 h and nearly 100% at 16 h after induction) (Fig. 3c). The mycelia amount at 9–16 h in XIEP should be comparable to those of AIEP or even to those of AIEP at the fifth induction day, however, xylanase activities still had a big difference (Fig. 1i). In addition, we also tried to detect the strain biomass when induced by xylan or Avicel as accurate as possible (see Methods). They both reached the similar maximum level after the 3th incubation day, even though the biomass in xylan culture increased faster than that in Avicel culture in the early stage (< 48 h) (Additional file 2: Fig S4). Thus, biomass difference actually did not affect the conclusions judged after the 3th incubation day, such as those for the enzyme activities, proteomic analysis and transcriptome analysis. All in all, the analysis strongly suggests the existence of a post-transcriptional inhibition (**PTI**) on xylanases when strain NJAU4742 induced by Avicel. PTI inhibited xylanase translation or transportation and thus produced much lower extracellular activities in AIEP. In addition, the homologs of ACE1 and ACE2 regulators in *T. reesei* were also found in strain NJAU4742, and designated as TgACE1 (OPB46882) and TgACE2 (OPB44681). 

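The ∆Tgace1 and ∆Tgace2 mutants gave 21 libraries each in 7 groups (glucose at 0 h, xylan and Avicel at 4 h, 24 h and 72 h), 3 libraries per group, cultured and processed as those of WT NJAU4742. TgACE2 (OPB44681) was listed at 0 in 20 of the 21 ∆Tgace2 libraries, with a highest value of 0.163 RPKM, and ranged from 1.59 to 8.09 RPKM in WT. TgACE1 (OPB46882) was not analysed here. On Avicel at 24 h, both mutants held more cellulase and GH10 transcripts than WT. The exoglucanase gene cbh1 (OPB45635) averaged 24107 ± 4342 RPKM (SD, n = 3 for each mean) in ∆Tgace1 and 9677 ± 259 RPKM in ∆Tgace2. The log2 differences from WT were 7.44 (standard error 1.19, adjusted p = 3.5e-07 from limma) and 6.14 (standard error 1.19, adjusted p = 1.2e-05). The GH12 endoglucanase gene OPB41394 averaged 3383 ± 935 and 1356 ± 226 RPKM, with log2 differences of 8.80 (adjusted p = 2.3e-14) and 7.50 (adjusted p = 9.5e-12). XYN3 (OPB40690) of family GH10 averaged 1340.4 ± 856 and 505 ± 55.9 RPKM, with log2 differences of 6.73 (adjusted p = 7.8e-14) and 5.65 (adjusted p = 4.7e-11). The other GH10 gene OPB45659, chosen after its values were seen, averaged 505 ± 277 and 254 ± 99.5 RPKM, with log2 differences of 7.38 (adjusted p = 4.4e-13) and 6.52 (adjusted p = 3.7e-11). Of the 9 main cellulases, 7 were higher in each mutant, and 7 when adjusted over the list alone (camera adjusted p = 1.8e-04 and 0.0048, and adjusted p = 0.60 and 0.62 with an estimated correlation). The library ∆Tgace1 Avicel 24 h replicate 1 stood apart, with a mean r of 0.915 with its own group, and these ∆Tgace1 differences stayed called without it. Without WT Avicel 24 h replicate 1 the ∆Tgace2 difference of cbh1 was 4.09. The differences of cbh1 and XYN3 in both mutants and of OPB41394 in ∆Tgace1 did not pass when only the libraries of the compared groups were fitted.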

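On xylan at 24 h the GH11 endoxylanase genes were far higher in ∆Tgace1 than in WT NJAU4742. The xyn2 gene (OPB43840) averaged 20912 ± 13385 RPKM (SD, n = 3 for each mean) in ∆Tgace1, a log2 difference of 4.04 from WT (standard error 1.02, adjusted p = 5.9e-04 from limma). In ∆Tgace2 it averaged 1635 ± 344 RPKM, which did not pass (0.59, adjusted p = 0.73). OPB46304 averaged 1281 ± 725 RPKM in ∆Tgace1 and 78.5 ± 27.7 RPKM in ∆Tgace2, log2 differences of 7.11 (adjusted p = 9.3e-16) and 3.22 (adjusted p = 2.6e-05). OPB46017 averaged 1234 ± 962 RPKM in ∆Tgace1 (log2 difference 6.11, adjusted p = 1.7e-11) and 10.3 ± 6.8 RPKM in ∆Tgace2 (log2 difference -0.17, adjusted p = 0.91). OPB41202 averaged 2249.8 ± 1622 RPKM in ∆Tgace1 (log2 difference 8.94, adjusted p = 2.1e-10) and 62 ± 27.6 RPKM in ∆Tgace2 (log2 difference 4.15, adjusted p = 0.0022). All 4 genes were higher in ∆Tgace1 and 2 in ∆Tgace2, the same when adjusted over the list alone (camera adjusted p = 0.0023 and 0.19, and adjusted p = 0.60 and 0.78 with an estimated correlation). Of the 15 xylanases, 12 were higher in ∆Tgace1, also 12 when adjusted over the list alone (adjusted p = 8.4e-06, and adjusted p = 0.60 with an estimated correlation). The library ∆Tgace1 xylan 24 h replicate 2 stood apart, with a mean r of 0.933 with its own group and of 0.968 with its closest library, ∆Tgace2 xylan 24 h replicate 3. It held the lowest value of each of the 4 GH11 genes in the group, and without it their differences in ∆Tgace1 stayed called, at 4.64 for OPB43840, 7.64 for OPB46304, 7.29 for OPB46017 and 9.87 for OPB41202. The median log2 difference of all genes was 0.14 in ∆Tgace1 on xylan, and 0.23 after median scaling. In ∆Tgace2 the call of OPB41202 was lost without WT xylan replicate 2 (3.74), without ∆Tgace2 replicate 3 (3.82) and with a pseudocount of 0.1. The small difference of OPB46017 changed sign without WT replicate 3 (0.24) or ∆Tgace2 replicate 2 (0.21). Across 233 CAZyme genes, which are not independent replicates, the induction at 24 h against each strain's own 0 h followed that of WT with a Pearson's r of 0.681 in ∆Tgace1 and 0.758 in ∆Tgace2 on Avicel, and 0.700 and 0.803 on xylan. At 4 h and 72 h r was 0.768 to 0.838 in ∆Tgace1 and 0.801 to 0.848 in ∆Tgace2. At 24 h Spearman's rho was 0.728, 0.716, 0.656 and 0.783, and no test was run. The gene values above compare a mutant with WT on xylan, not Avicel with xylan. In ∆Tgace1 on Avicel at 24 h xyn2 averaged 22798 RPKM, above its xylan mean. OPB41202 at 539 RPKM and OPB46304 at 1.45 RPKM lay below theirs, and OPB46017 was listed at 0. No test of these is given here, nor are GH10 values on xylan in the mutants. From the profiles of both mutants the paper reasons that Avicel almost specifically induces the GH10 xylanases and largely induces the GH11 xylanases.

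**Figure D2:**
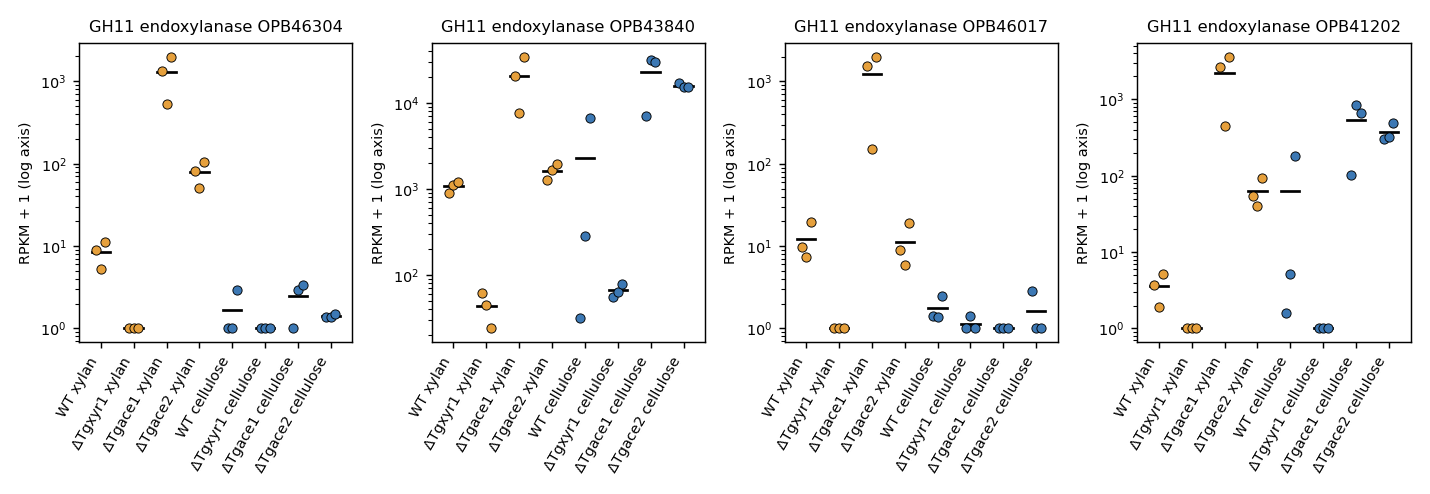
RPKM + 1 on a log axis for the GH11 genes OPB46304, OPB43840, OPB46017 and OPB41202 in each library of WT NJAU4742, ∆Tgxyr1, ∆Tgace1 and ∆Tgace2 on xylan and Avicel (labelled cellulose) at 24 h; points are libraries and lines are means. On xylan the ∆Tgace1 means lie above the WT means for all 4 genes, also after median scaling.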

Transcriptome analysis of *∆Tgace1* and *∆Tgace2* mutants induced by Avicel/xylan did not clarify their functions, however, both CAZyme expression profiles showed similar to that of strain NJAU4742 ( Additional file 3), and thus completely supported the conclusion that Avicel almost specifically induced GH10 xylanases, and also largely induced GH11 xylanases. Therefore, PTI hypothesis seems to be reliable, however, still need much more experiments for verification.

When it comes to regulation of xylanases, both PTI and transcriptional activation should co-exist. As the main xylanases, endoxylanase can be mainly classified into the GH10 and GH11 families. The GH10 endoxylanases have greater catalytic versatility than GH11 and have also been reported to have excellent cellulase activity [25, 26]. The findings here revealed that their different substrate activities have already allowed GH10 endoxylanases to form a regulatory pathway independent from the other major xylanases. On the basis of these facts, we can propose that the transcriptional activation and PTI of xylanase genes are relatively independent. Similar to cellulase genes, an unknown specific repressor or activator should exist to control the expression of the 2 GH10 endoxylanases.

In addition, we also investigated the effect of carbon starvation on CAZymes induction. Surprisingly, all carbon starvation-induced CAZyme genes were among the polysaccharide-induced CAZyme genes, accounting for approximately 76.2% of the latter. Even more surprisingly, the remaining 23.8% of polysaccharide-induced genes were almost exclusively those genes controlled by TgXyr1. Only a few TgXyr1-controlled genes had the slight induction levels during the starvation condition. From these results, it could be concluded that strain NJAU4742 tended to express many hydrolases, thereby fully covering the environmental carbon spectrum to obtain sufficient carbon source and energy for survival. This large-scale expression of degrading enzymes should be regulated systematically. For example, the highly induced genes only produced trace extracellular proteins, which indicated the existence of protein secretion inhibition in carbon starvation to balance the economic benefits of substance release and acquisition. In addition, among all of the TgXyr1-controlled genes, only 4 genes (2 exoglucanases, 1 GH11 endoxylanase and 1 acetyl xylan esterase) were slightly induced by carbon starvation, which revealed that strain NJAU4742 only selected to slightly secret several scouting enzymes, before sending a full set of specific enzymes (TgXyr1-controlled degrading enzymes) if any polysaccharides existed in the environment, to avoid wasting resources. This phenomenon could be also observed in *Aspergillus niger* and *N. crassa* [27]. For the same reason, the role of scouting enzymes may also be played by some of the other CS-induced CAZyme genes, and further activations may be blocked if there are no corresponding substrates.

TgXyr1 could also be highly induced by carbon starvation (Additional file 3), however, did not initiate the expression of its controlled genes under this condition. 

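Under CS, TgXyr1 (OPB38038) rose in WT NJAU4742 to 12.1 ± 1.48 RPKM (SD, n = 2) at 4 h and 25.3 ± 0.235 RPKM (SD, n = 2) at 72 h, with 8.77 ± 1.27 RPKM (SD, n = 3 for each mean) at 24 h. The log2 differences from 0 h were 2.34 at 4 h (standard error 0.45, adjusted p = 2.1e-05 from limma), 1.92 at 24 h (standard error 0.40, adjusted p = 3.8e-05) and 3.35 at 72 h (standard error 0.45, adjusted p = 1.8e-09). The value at 24 h fell short of the log2 limit, and passed without 0 h replicate 3 (2.06), with a pseudocount of 0.1, with array weights and at the paper's stated thresholds. The value at 4 h did not pass with a pseudocount of 2. Of the 37 CAZyme genes that depended on TgXyr1, 5 were induced by CS. Genes still induced by a polysaccharide in ∆Tgxyr1 are left out of the 37 by definition. The count therefore does not show whether TgXyr1 acts on its genes under CS.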

In *T. reesei*, Xyr1 mutant Xyr1 A824V, was reported to secret cellulases when cultivated by glucose [28], and this phenotype is commonly applied in other filamentous fungi to enhance the degradability of lignocellulose [29, 30]. However, the related mechanism has not yet been revealed. We thus hypothesize that, due to the lack of interaction with other activators, highly induced TgXyr1 cannot turn on the transcription of degrading enzymes under CS condition in strain NJAU4742. As recently reported, the TrCYC8/TUP1 complex functions as a novel coactivator for Xyr1 in the promoter region of degrading enzymes in *T. reesei* [31]. Meanwhile, the negative effect may also be involved in the repression of TgXyr1-controlled genes under CS condition, for example, the hyperosmotic-response (OS) pathway reported in *N. crassa* [9]. Blocking the OS pathway could promote cellulase secretion under CS condition in *N. crassa*. These global mechanisms of positive and negative regulations should coexist and function together. In fact, lignocellulase regulation is much more complex in strain NJAU4742, for example, the TgXyr1-controlled enzymes were all inhibited in CS condition, but how could be selectively inhibited by different polysaccharides? Specific repressors and activators probably existed, and additional research is necessary to identify them.

## Conclusions

This study used an efficient biomass-degrading strain, *Trichoderma guizhouense* NJAU4742, as an object to compare and analyze the extracellular enzymes and their corresponding transcriptional responses when induced by different polysaccharides or during carbon starvation. From these results, on the basis of the current knowledge from the different filamentous fungi, we provide a preliminary understanding of the regulatory mechanisms of lignocellulosic enzymes, which is shown in Fig. 5. These novel propositions will provide research directions for further analysis of the complex carbon utilization system in filamentous fungi, and also contribute to the artificial modification of high-efficiency degrading strain for plant biomass.

**Fig. 5:**
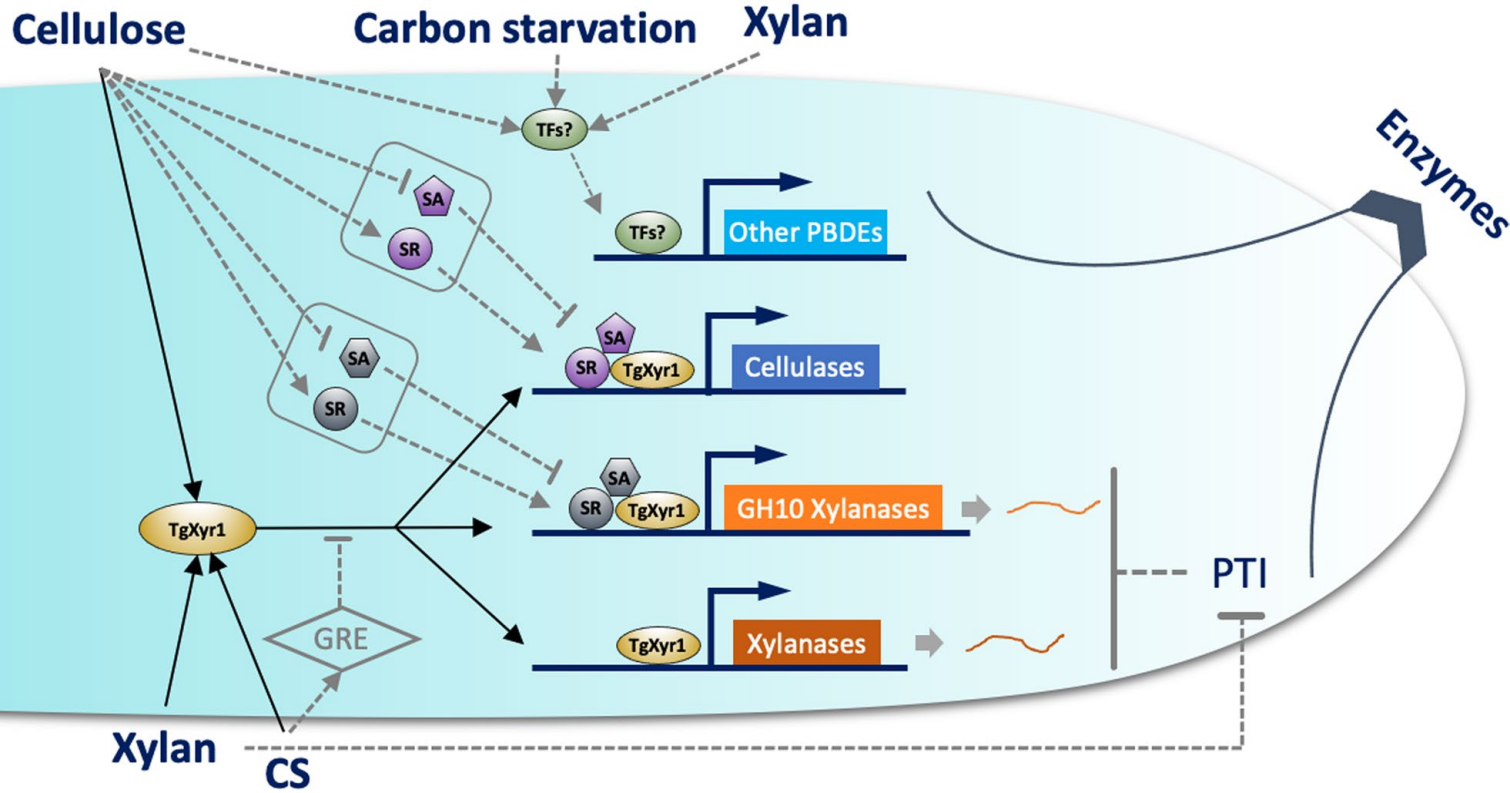
Schematic diagram of the regulatory mechanism of PBDEs in strain NJAU4742. Cellulases and xylanases were absolutely controlled by TgXyr1; however, they could also respond to different polysaccharides, among which cellulases and GH10 xylanases could be specifically induced by cellulose, while the other main xylanases could be induced by both cellulose and xylan. The specific activator (SA) or specific repressor (SR) is suspected to be responsible for the specific induction of cellulases and GH10 xylanases by cellulose. The PTI mechanism was employed to repress all xylanase genes when induced by cellulose to reflect the phenotype in which xylan specifically induced xylanase secretion. In addition, carbon starvation, together with cellulose and xylan, could induce other transcription factors, which initiate the expression of other plant biomass-degrading enzymes (PBDEs), except cellulases and xylanases. Some unknown global repression effects (GREs) also existed to repress the expression of cellulases and xylanases when induced by carbon starvation. The gray pathways show the results of this study

## Methods

### Strains and culture conditions

*Trichoderma guizhouense* NJAU4742 (genomic sequence accession no. in the NCBI database: LVVK00000000.1) was isolated from a mature compost sample in Nanjing of China. Derived mutants (*∆Tgxyr1*, *∆Tgclr-2*, *∆Tgace1* and *∆Tgace2*) were constructed in this study. The strains were cultivated in minimal medium (MM, 5 g·L^− 1^ (NH_4_)_2_SO_4_, 15 g·L^− 1^ KH_2_PO_4_, 0.6 g·L^− 1^ MgSO_4_·7H_2_O, 1 g·L^− 1^ CaCl_2_, 1.6 mg·L^− 1^ MnSO_4_·H_2_O, 1.4 mg·L^− 1^ ZnSO_4_·7H_2_O, 5 mg·L^− 1^ FeSO_4_·7H_2_O, 2 mg·L^− 1^ CoCl_2_·6H_2_O) with different carbon sources (glucose, xylan, Avicel or corncob). Briefly, 10^7^ spores from strain NJAU4742 or its mutants were inoculated into 200 mL liquid MM supplemented with 2% (w/v) glucose at 28 ℃ and 150 rpm. After 48 h, the mycelia were harvested and washed thoroughly with sterile water, and then transferred into fresh 200 mL liquid MM with the sole carbon source of 1% (w/v) xylan (sugarcane bagasse xylan, Yuanye, China), 1% (w/v) cellulose (Avicel PH101, Sigma, China), 1% (w/v) corncob or no carbon source. At each sampling time (0 h, 4 h, 24 and 72 h for transcriptome analysis; 0 h, 24 h, 48 h, 72 h, 96 h, 120 h, 144 and 168 h for enzyme activity assays), 10 mL fermentation broth was sampled to collect the mycelia by filtering through two layers of gauze, and culture supernatant through a centrifugation at 6000 rpm for 5 min followed by a filtration using a 0.22 μm sterile membrane. All collected samples were immediately stored at -80 ℃ for further analysis. The corncob, as an available natural material of polysaccharides mixture, contains cellulose (27.71%), hemicelluloses (38.78%) and lignin (9.4%) [32], and was thus ground and used (65 mesh) in this study. Three biological repeats existed for each sampling point.

## Mutant construction

Gene editing was performed using hygromycin B (HygB) for screening according to our previous method [22]. Briefly, the donor DNAs of *Tgxyr1*, *Tgclr-2*, *Tgace1* and *Tgace2* were constructed in the form of UF (upstream fragment of the target gene) + *hph*-EC (*hph* gene expression cassette) + DF (downstream fragment of the target gene) by fusion PCR using CloneAmp HiFi PCR Premix (TAKARA, Japan). Protoplasts of strain NJAU4742 were then prepared using 7.5 mg·mL^− 1^ lysing enzyme (Sigma: L1412, China) dissolved in solution A (1.2 M sorbitol, 0.1 M KH_2_PO_4_, pH 5.6). Next, 10 µl DNA (≥ 1 µg) was transformed into 200 µL protoplasts (≥ 1 × 10^8^ protoplasts/mL) by the PEG-CaCl_2_ method [22]. Protoplast regeneration was achieved by spreading the transformation mixture evenly onto 1 M sucrose-containing PDA plates for 24 h at 28 ℃, which were then covered with 0.2 mg·mL^− 1^ HygB-containing PDA medium. After several days (2–4 d), the colonies growing normally on the HygB-containing PDA medium were transferred into fresh HygB-containing PDA plates and verified by PCR. All primers used are showed in Additional file 2: Table S1.

## Enzyme activity assays

The culture supernatants from the liquid fermentation of the *Trichoderma* strains induced by different carbon sources were directly used in this experiment. Endoglucanase, exoglucanase, filter paper enzyme, xylanase, chitinase, pectinase and mannanase activities were measured using carboxymethyl cellulose sodium (CMC-Na) (Sinopharm Chemical Reagent Co., China), *p*-nitrophenyl-β-D-cellobiose (*p*NPC) (Sigma, USA), filter paper (Whatman NO0.1, UK), sugarcane bagasse xylan (Yuanye, China), chitin (Yuanye, China), pectin from citrus peel (Sigma, USA) and locust bean gum from *Ceratonia siliqua* seeds (Aladdin, China) as the substrates, respectively, according to the methods described previously [33]. One unit of enzyme activity was defined as the amount of enzyme required to release 1 µmol of reducing sugars or *p*NP from the substrate in 1 min. All of the enzyme activities are reported as the means of at least three replicates.

## Strain biomass detection

Equal amounts of mycelia were transferred into fresh 200 mL liquid MM with the sole carbon source of 1% (w/v) xylan or 1% (w/v) Avicel. At each sampling time (0 h, 24 h, 48 h, 72 h, 96 h, 120 h, 144 and 168 h), 10 mL fermentation broth was sampled. Mycelia in the sample was firstly filtrated with Miracloth (Calbiochem, USA), and then washed by gentle shaking using the sterile water in a 15 mL tube. The above steps were repeated for 3–5 times to remove xylan or Avicel particles as much as possible. When observing the enough clear suspension, the mycelia was blotted dry through filter paper after a final filtration, and followed by weighting. Each sample had three replicates.

## Protein extraction, SDS-PAGE and SWATH analysis

The protein concentration was determined using a Micro BCA protein assay kit (Beyotime, China). Sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) was performed according to Laemmli [6] on a 10% (w/v) polyacrylamide gel with a PageRuler Prestained Protein Ladder (Fermentas, China) using a Mini-PROTEAN Tetra Cell System (Bio-Rad, China). The liquid fermentation broth at the fifth day was collected by centrifugation at 10,000 rpm for 10 min and then filtered through a 0.22 μm sterile membrane. Protein samples of Avicel- and xylan-induced extracellular proteins in strain NJAU4742 were then concentrated by lyophilization, and commissioned to a specialized company (GeneCreate, Wuhan, China) for analysis of the sequential window acquisition of all theoretical fragment ions (SWATH analysis). The detailed steps were described in our previous research [23]. Briefly, Equal amount of protein from each sample (100 µg) were used for tryptic digestion. Then, peptides were desalted using C18 columns, and dried with Vacuum concentration meter. LC-MS/MS analysis was performed on an AB SCIEX nanoLC-MS/MS (Triple TOF 5600 plus) system in two phases: data-dependent acquisition (DDA) was followed by SWATH acquisition, where all samples were firstly mixed and detected in DDA, and the resulting data were used as a library for analysis of each sample by SWATH. Spectral library generation and SWATH data processing were performed using the Peakview version 2.2 software. Fragment ion areas that belonged to one peptide were added to obtain a peptide’s abundance, and the total abundance of peptides for a given protein was determined to obtain the protein’s abundance. To eliminate the random errors and sample bias, all the data among samples were normalized using the median normalization method [34], and the mProphet algorithm was used both for sample normalization and for assessing the data confidence [35]. Each sample had three biological replicates.

## qPCR analysis

Strains NJAU4742 and its mutants *∆Tgxyr1* were firstly incubated with 2% (w/v) glucose, and then transferred to the induction of 1% (w/v) xylan or Avicel. After 24 and 72 h incubation, mycelium was harvested and frozen immediately in liquid nitrogen. Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen, Germany) combined with the RNase-Free DNase set (Qiagen, Germany), and ~ 1 µg of total RNA was used for cDNA synthesis with HiScript® II Q RT SuperMix for qPCR (+ gDNA wiper) (Vazyme). qPCR was performed with the ChamQ SYBR qPCR Master Mix (Vazyme) and the expression level of each gene was normalized to the translation elongation factor 1 alpha (*tef1*) gene. Primers used in this study are listed in Additional file 2: Table S2.

## RNA sequencing and transcript abundance

The sampled mycelia were stored at -80 ℃, and then disrupted by grinding in liquid nitrogen, and subsequently used to extract total RNAs using the RNeasy Plant Mini Kit (Qiagen, Germany) combined with the RNase-Free DNase set (Qiagen, Germany). RNA degradation and contamination were monitored on 1% agarose gels. Transcriptome data were obtained from an Illumina HiSeq™ PE150 (Novogene, China) as described previously [36] with three biological replicates for each sample. The raw sequences generated were filtered for quality using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). All of the high-quality sequences were aligned against the NJAU4742 genome with the spliced aligner Bowtie2 integrated in TopHat2 [37]. Cuffnorm and Cuffdiff were used for normalization and differential expression analyses. Expression differences characterized by |log2 of foldchanges| ≥ 2, a *p*-value ≤ 0.01 and FPKM values > 2.0 were considered significant. The RNA-seq data reported in this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE176374.

## Bioinformatic analysis

For strain NJAU4742, a gene annotation table was downloaded from the NCBI genome database, and then all CAZyme genes were verified and updated manually using the Blastp program on the NCBI non-redundant protein database. CAZymes annotation was performed using the hmmscan tool from HMMER 3.1 software to search the dbCAN database v4 [38], and the output was processed using the script of hmmscan-parser.sh (https://github.com/carden24/Bioinformatics_scripts/blob/master/hmmscan-parser.sh). Signal peptide was predicted using SignalP 5.0 software (https://services.healthtech.dtu.dk/). Violin plot was carried out using the R package vioplot. Sequence alignments were performed with ClustalW, and the neighbor-joining tree was generated with MEGA 5.1 software. Different enzyme groups, such as cellulases, xylanases and chitinases, were classified by considering gene annotations, CAZyme families and degradational mechanisms together. CIRCOS v0.67-7 software (https://www.circos.ca) was used for transcriptional data visualization.

## Supplementary Information

**Additional file 1. **The processed dataset of SWATH results

**Additional file 2. **The phenotype of *∆Tgclr-2*, phylogenetic tree of TgXyr1, qPCR verification, growth curve of strain NJAU4742 and all used primers in this study

**Additional file 3.** The processed dataset of transcriptomic results

# Supplementary material for: Exploring the multi-level regulation of lignocellulases in the filamentous fungus Trichoderma guizhouense NJAU4742 from an omics perspective
**Source:** Microb Cell Fact. 2022 Jul 16;21:144. doi: 10.1186/s12934-022-01869-3
**Supplement:** Supplementary file 2 — Additional file 2. The phenotype of ∆Tgclr-2, phylogenetic tree of TgXyr1, qPCR verification, growth curve of strain NJAU4742 and all used primers in this study

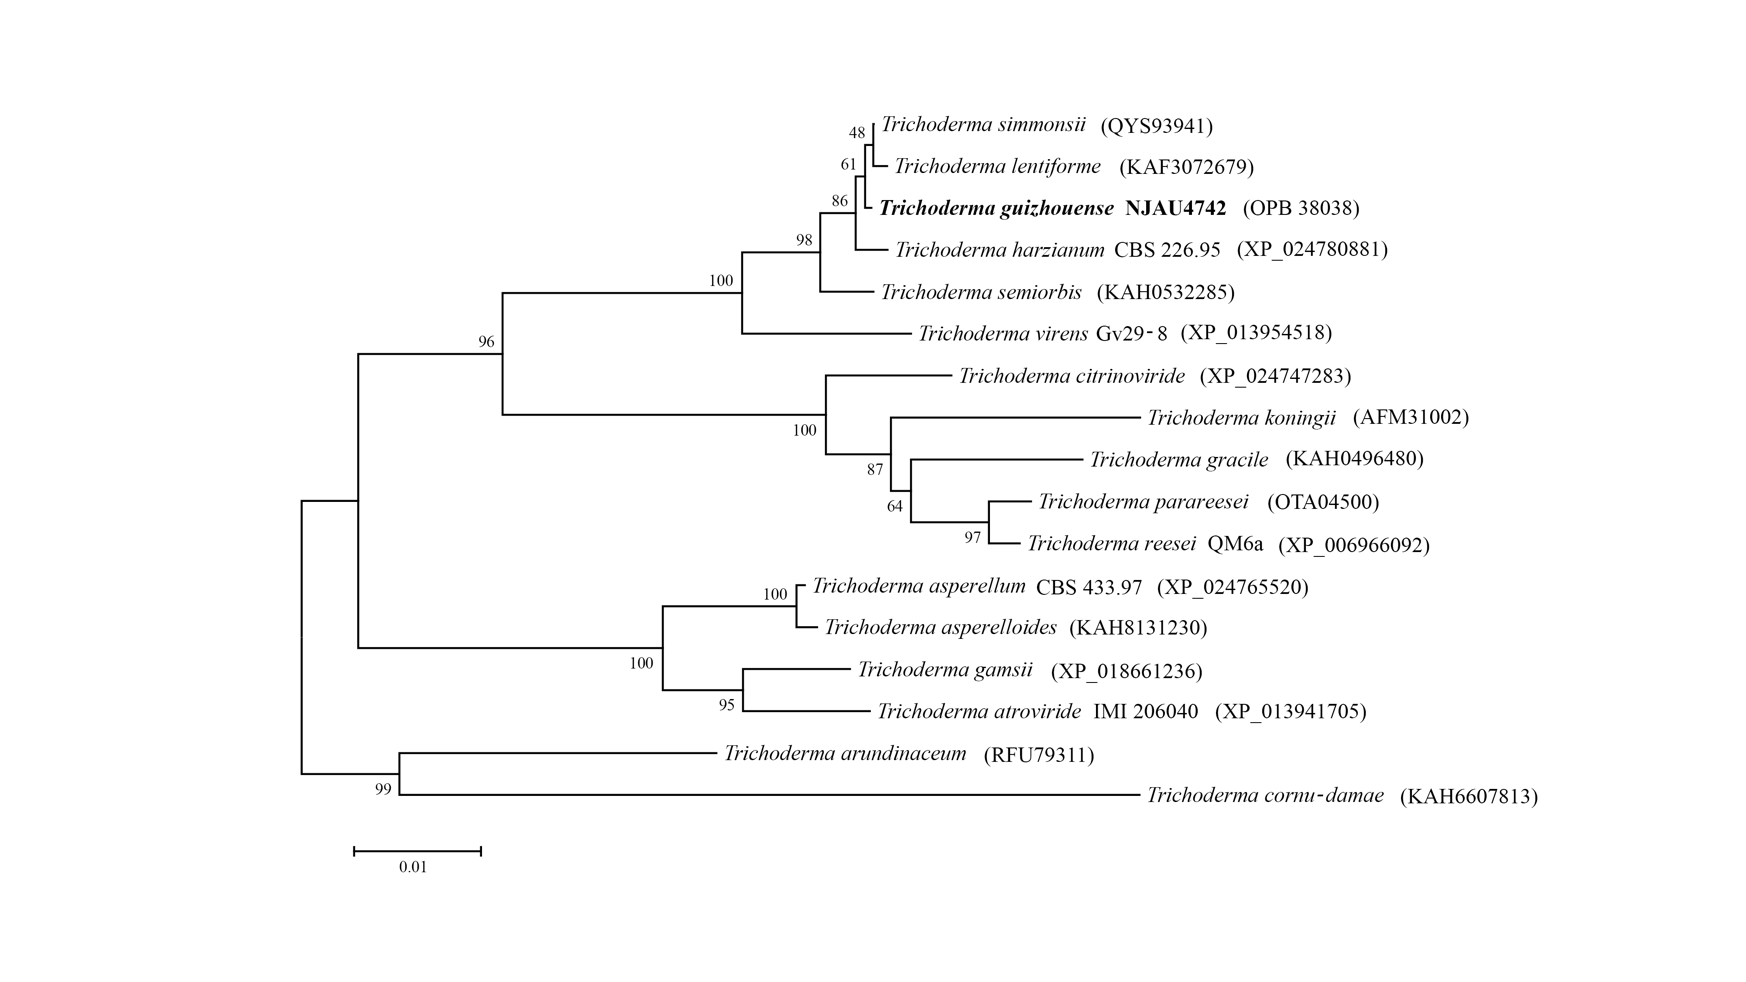
**
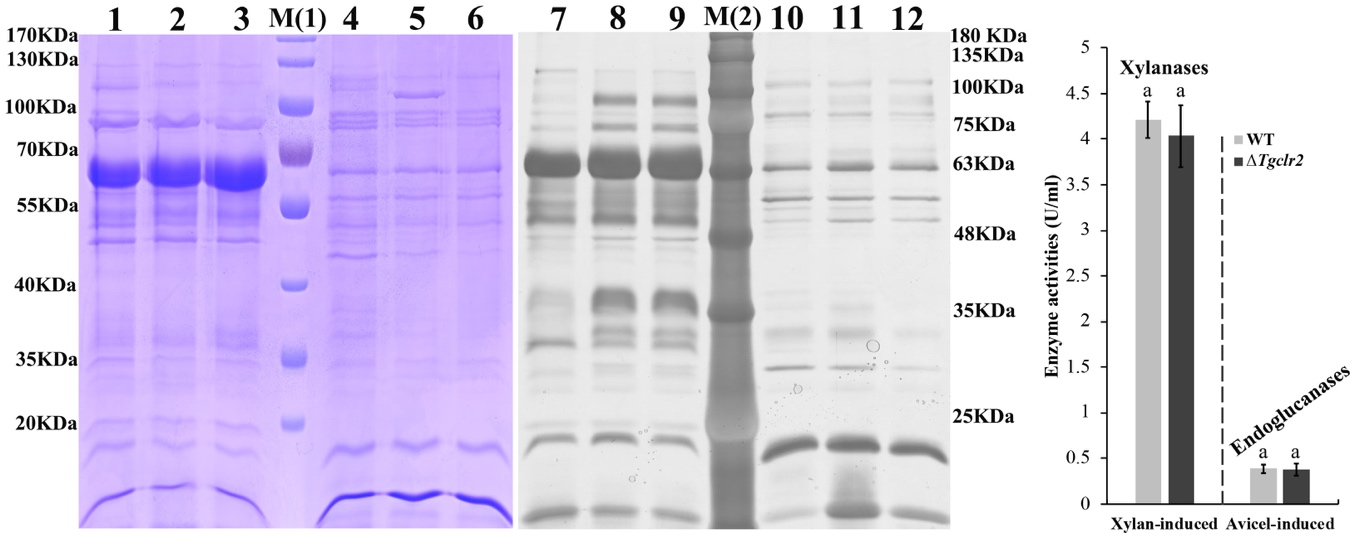
Fig S1. The phenotype of *∆Tgclr2* mutant.** WT strain NJAU4742 and *∆Tgclr2* mutant were incubated with 1% (w/v) Avicel or 1% (w/v) xylan for 5 days. Extracellular proteins on the 5^th^ day were extracted and detected by SDS-PAGE. Line 1-3 and line 4-6 stand for the three biological replicates of Avicel- and Xylan-induced extracellular proteins from *∆Tgclr2* mutant, respectively. Line 7-9 and line 10-12 stand for the three biological replicates of Avicel- and Xylan-induced extracellular proteins from WT strain NJAU4742, respectively. M(1) and M(2) are two different protein markers. Xylanase activities and endoglucanase activities were also detected and shown here.

**Fig S2. The phylogenetic tree of TgXyr1 in *Trichoderma* species.** The homologs of TgXyr1 in *Trichoderma* species were searched and downloaded using TgXyr1 protein sequence blasted to NCBI nr-database. Sequence alignments were performed with ClustalW, and the neighbor-joining tree was generated with a bootstrapping analysis of 1000 replicates in MEGA 5.1 software. All accession numbers of TgXyr1 homologs were shown in the figure.

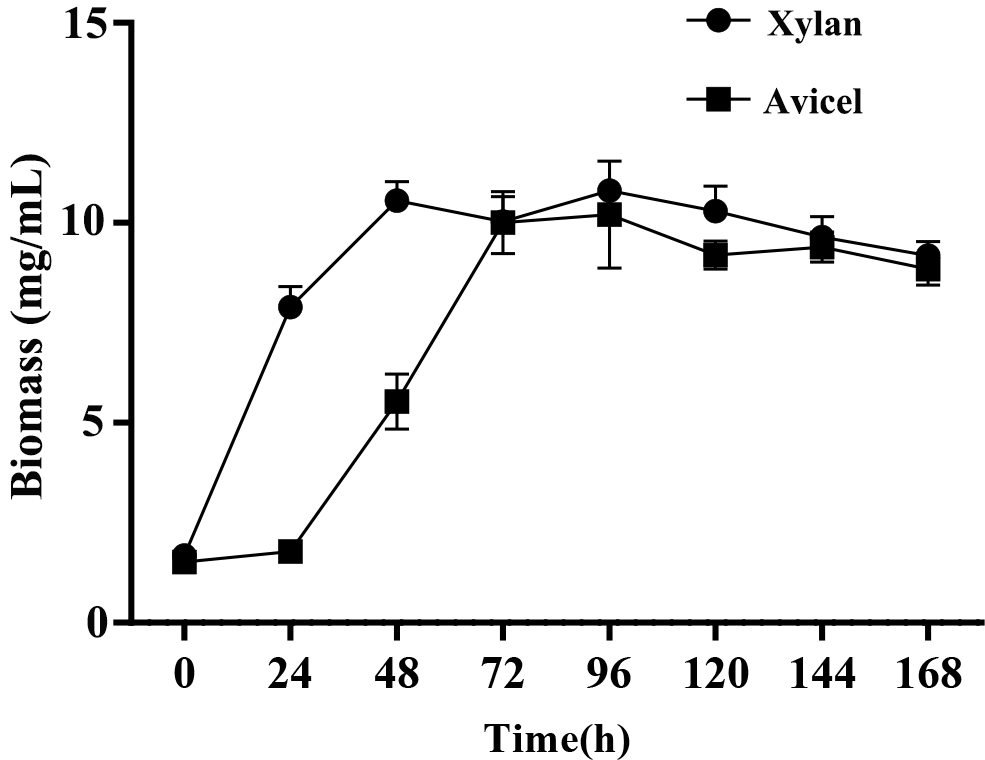
**
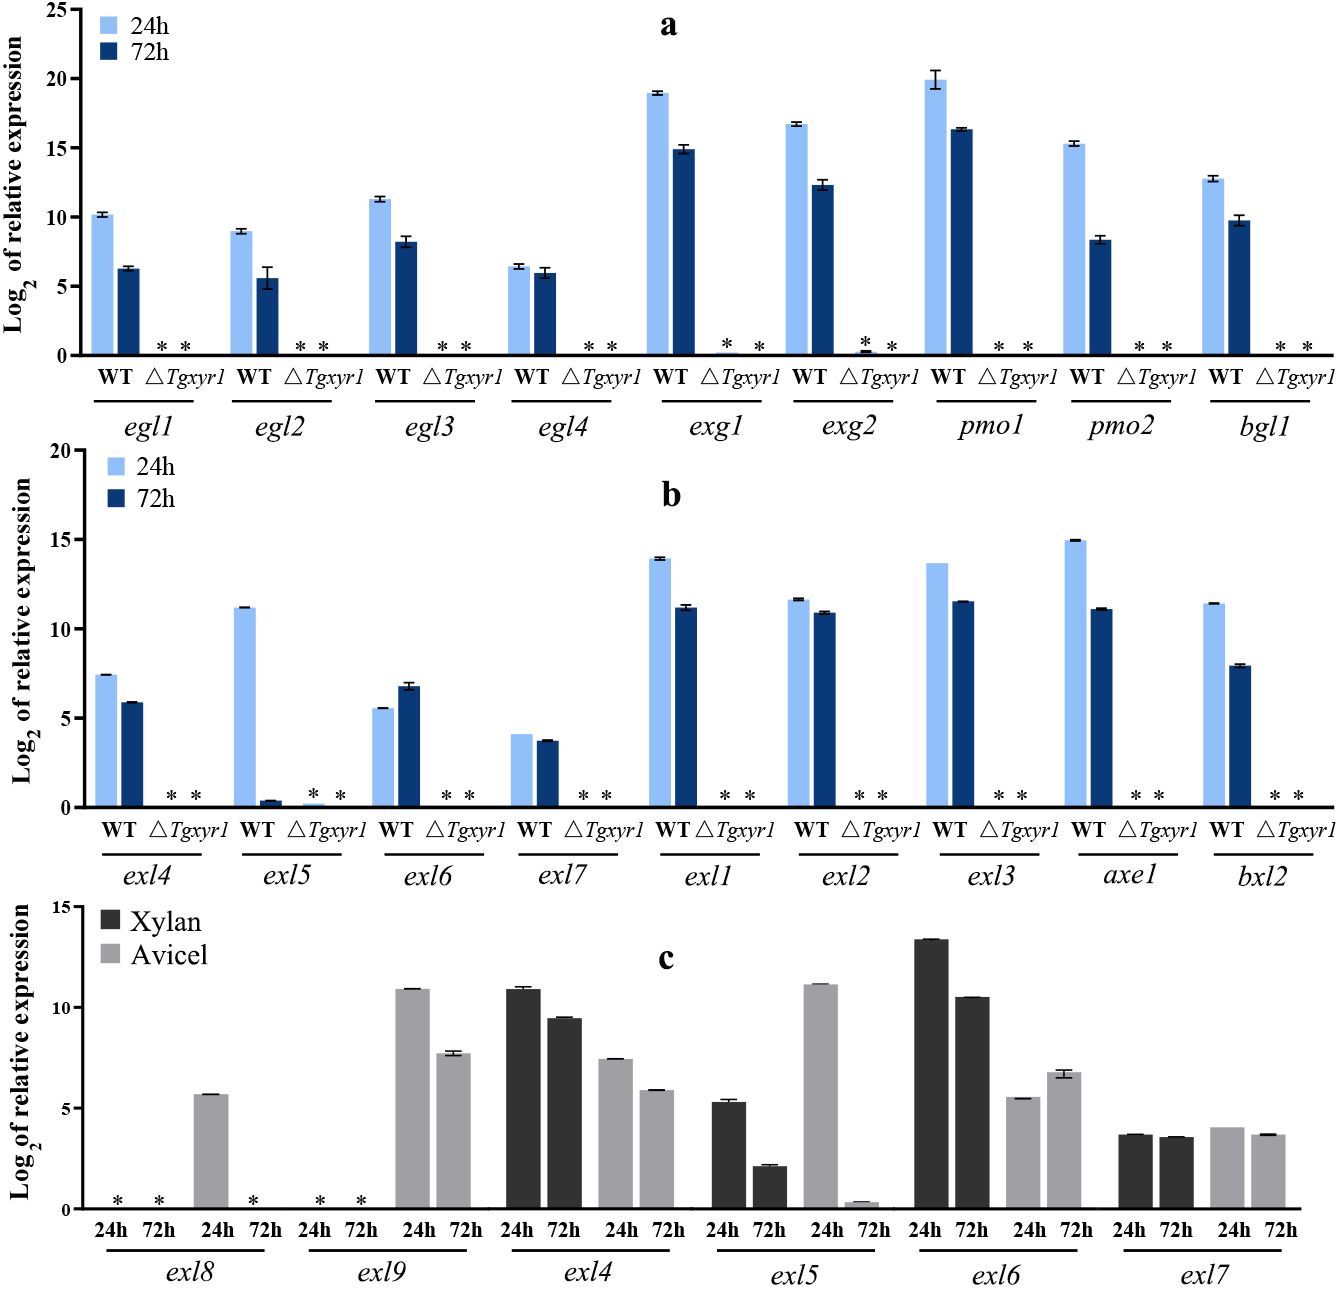
Fig S3. qPCR verification of cellulase and xylanase genes.** The expression levels of major cellulase(**a**) and xylanase(**b**) genes in NJAU4742 and *∆Tgxyr1* were detected by qPCR when induced by Avicel for 24 h and 72 h. Expression levels of GH10 (*exl8* and *exl9*) and GH11(*exl4*, *exl5*, *exl6* and *exl7*) xylanases were compared when strain NJAU4742 induced by Avicel and xylan for 24 h and 72 h (**c**). Error bars represent the standard deviation of three biological replicates.

**Fig S4. The growth curve of strain NJAU4742 when induced by Xylan or Avicel.** Strain NJAU4742 was incubated by glucose firstly, and then transformed into fresh MM medium containing 1% (w/v) xylan or 1% (w/v) Avicel for further incubation. Strain biomass was detected in the incubation time of 0 h, 24 h, 48 h, 72 h, 96 h, 120 h, 144 h and 168 h. Each sample had three replicates.

**Table S1 Primers used for gene knockout**

| **Primers** | | **5’ Sequence** | **3’ Sequence** |
| --- | --- | --- | --- |
| The donor DNA of UF+*hph*-EC+DF for *Tgxyr1* | UF | CTGTACTGTACGTGTTGGACGAC | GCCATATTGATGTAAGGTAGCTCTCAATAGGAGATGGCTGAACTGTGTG |
|  | DF | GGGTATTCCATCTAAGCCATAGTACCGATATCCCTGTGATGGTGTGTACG | GAAGCTCCAAGTCTTGTCTGAGC |
|  | Mutant detection | CCACGGCAATAAACTTGGTCG | CGTCTCAATCTTTTCTCGCGC |
| The donor DNA of UF+*hph*-EC+DF for *Tgclr2* | UF | AGCTTAGTGGGATGAACCTCATG | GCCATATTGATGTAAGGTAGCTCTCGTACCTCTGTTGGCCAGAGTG |
|  | DF | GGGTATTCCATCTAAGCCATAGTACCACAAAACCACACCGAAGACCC | AGTCAGCTCTTCCCTATGAGCC |
|  | Mutant detection | GGAGTATTACTGGTACGGGTGG | CTCTACCCATGACCTTCTCGC |
| The donor DNA of UF+*hph*-EC+DF for *Tgace1* | UF | GGGAGCAAAGATGGCGTCTTG | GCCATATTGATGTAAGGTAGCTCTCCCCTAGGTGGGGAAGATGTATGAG |
|  | DF | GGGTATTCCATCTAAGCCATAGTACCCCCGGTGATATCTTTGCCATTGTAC | GGAAGTAAGGCATGTCATCGATGC |
|  | Mutant detection | GTAACTAGCACGAGCTGCTAGC | AACTCTGTCCCAGAAGTGGAGAC |
| The donor DNA of UF+*hph*-EC+DF for *Tgace2* | UF | CATTATCGTCTACGGCAGGTGAG | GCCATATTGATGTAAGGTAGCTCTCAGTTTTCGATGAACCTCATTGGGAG |
|  | DF | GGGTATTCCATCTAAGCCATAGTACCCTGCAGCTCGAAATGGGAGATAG | GACGTGTGCATATAACCGGC |
|  | Mutant detection | AGCCGTCAATTTCATGCCG | CTCGTATGTACAGCTCGTACCG |
|  | *hph*-EC | GAGAGCTACCTTACATCAATATGGC | GGTACTATGGCTTAGATGGAATACCC |

**Table S2 Primers used for qPCR**

| **Gene** | **5’ Sequence** | **3’ Sequence** |
| --- | --- | --- |
| *exl8* | GACAAGCCTCCGTGAGCATTG | GCTATTCTCTGGCGTCACTTGG |
| *exl9* | ACATTCGTGCCAGGACAGTTTG | GCCATGTTGCTGTGCGTAATTG |
| *exl5* | TTGTCGGAGGCAAGGGATGG | CAGCCGTAGATGGAGAGGTAGC |
| *exl4* | CTACACTACTGGCGGCGATGT | CAGTGCTCCAACCAACTCCAAC |
| *exl6* | CTTCGGTGTCAACAGCGGAAC | ACGGTGCCTTGAGCAGGATAG |
| *exl7* | TACCGCACTACGACAGCAAGG | CAGCAGCGTTGGTCTGAAGTAG |
| *pmo2* | AGACATCACTCCGCTGGGTCA | ACGGTCCACTTGCTGCCTTG |
| *pmo1* | TCCTTGCCACCGCACTAACG | GCCGTCCAGCCTATCACAATG |
| *egl2* | GGCTGGCAAGATACGGAGACA | CCGTTGAAGCCATAGTAGAGCG |
| *egl1* | GCAATGCGGAGGTCAAGGATG | AGGTCGGCTTGGTTGTGGTAG |
| *exg2* | CAAGGTCGGTCTGGCAAGCA | TGTTGGCAGAAGGACGGATACC |
| *egl4* | TGACTGGAACTACCGCTGGATG | GGCACCACAAGTCGCTTCATC |
| *exg1* | CCACCAAGAAGTTGACCGTTGT | TTGATCGTGTTGCCAGTGTAGC |
| *bgl1* | GCTGGCAACGATGTCGAGATG | GAGCGAAGCACACGGGAAAC |
| *exl2* | CAGATTAGTCCCAACGCCCAAG | CATCACAGCAGGTAAGCCTCAG |
| *exl1* | CGGAACCGTATCGGATCTGGAG | GACTGCCTGTCTCGTGAACCA |
| *exl3* | AGAACTCCAATGGCGACAATGC | TGCGTACAGAACCTGGTCTAGC |
| *bxl2* | CAAGAAGGCTGGCTACAAGGTC | GCGAAGATGATGGCGTCAGAC |
| *axe1* | GCTCCTCCGCTACTGTTGTGA | TGGCTACGGCGTTGATACCTG |

How the deposited data were processed for this re-analysis (not part of the article)

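RNA of Trichoderma guizhouense NJAU4742 and of its mutants ∆Tgxyr1, ∆Tgace1 and ∆Tgace2 was sequenced in 100 libraries of 34 groups. Mycelium grown on 2% (w/v) glucose was sampled at 0 h and again at 4 h, 24 h and 72 h after transfer to 1% (w/v) xylan or 1% (w/v) Avicel (cellulose). WT NJAU4742 and ∆Tgxyr1 were also sampled in medium without a carbon source (carbon starvation, CS). There are 28 WT libraries, 30 of ∆Tgxyr1 and 21 each of ∆Tgace1 and ∆Tgace2. Each group holds 3 libraries except WT under CS at 4 h and at 72 h, with 2. Groups were taken from the labels of the libraries. Replicate numbers were not read as pairs.

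The authors filtered the reads with FASTX-Toolkit, aligned them to the NJAU4742 genome with Bowtie2 in TopHat2 and made the deposited RPKM values with Cufflinks and Cuffnorm. The paper calls these values RPKM in its results and FPKM in its methods. The paper's text gives the genome sequence by its accession, and it does not name the versions of these tools, the annotation release or the scaling option of Cuffnorm. The table holds 11244 genes, of which 10 have no annotation. All 50064 values of 1043 genes that could be compared with Additional file 3 were equal (relative tolerance 1e-06). Additional file 3 was used in part, so the paper's own list of CAZyme genes was not used here. TgACE1 (OPB46882) was not analysed here, and the labels of the ∆Tgace1 libraries were not checked by their target gene.

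The depth of each library is unknown, since the table holds no read counts. No counting interval or detection limit was therefore given, and a value of 0 is reported as listed at 0. The RPKM summed over all genes ran from 553844 to 3295522 per library with a median of 1504076, and 1003 to 2173 genes per library were listed at 0. Precision rests on the spread between replicates.

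Differences were tested with limma 3.58.1 in R 4.3.3, with the trend option of its empirical Bayes step, on log2(RPKM + 1). A single model held a mean for each of the 34 groups, with 66 residual degrees of freedom, over the 10026 genes above 1 RPKM in at least 2 libraries. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01, a log2 difference of at least 2 and a mean above 2 RPKM in the higher group. The fold limit and the RPKM limit are those of the paper, which does not say whether its p was adjusted. Differences between responses were tested as interaction terms of the same model with the same limits. The procedure was tested on simulated data. At simulated log2 differences of 2.5 and -2.5 in WT on Avicel at 24 h against 0 h, 88% of 50 genes each were called. At 4 and -4 the shares were 96% and 100%, and 0 unchanged genes were called by limma in that comparison and in ∆Tgace1 against WT on xylan at 24 h. The simulation gave a gene the same spread in every group. It therefore says nothing about false calls in groups whose libraries differ widely, as WT on Avicel at 24 h.

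A CAZyme gene is one with GH, CE, AA, PL or GT and a number in the deposited annotation (199 genes) or a family in Additional file 1 (42 more). Genes whose annotation spells the family out in words are not counted unless Additional file 1 gives the family. Polysaccharide-induced genes were called higher than at 0 h in at least 1 of the 6 xylan and Avicel groups of WT, and CS-induced genes in at least 1 of the 3 CS groups. A gene depended on TgXyr1 when it was induced by a polysaccharide in WT, lower in ∆Tgxyr1 in the same condition and induced by neither polysaccharide in ∆Tgxyr1. Lists of genes by function, set from words of the annotation and from Additional file 1, were tested in the 10 comparisons at 24 h with limma's camera (two-sided, preset correlation 0.01), adjusted over all 260 tests. Of these, 66 passed at an adjusted p of 0.05, and 1 passed with the correlation estimated from the data, that of pentose catabolism on xylan.

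Genes named in the text follow a rule with 4 parts. These are the genes the paper names by ID; the cellulases, xylanases, chitinases and mannanases of Additional file 1 with the GH10 and GH11 genes; for each comparison at 24 h the 10 largest rises and the 10 largest falls whose libraries did not overlap, leaving out genes annotated only as hypothetical or unknown; and up to 4 members of each list with the largest change. Values of about 12 of these genes had been seen in Additional file 3. Any other gene is named with the words that it was chosen after its values were seen. This rule, the groups, the model, the limits, the lists and most alternatives were set before the data were examined.

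Protein ratios of Additional file 1 were compared with transcripts over 162 proteins with a gene in the table, by Pearson's and Spearman's correlation with 100000 permutations, in Python 3.11.15 with numpy 2.4.6. The averages given there equal the median of the 3 values for all 163 proteins (relative tolerance 0.001). Figures were drawn with matplotlib 3.10.9.

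The alternatives were a pseudocount of 0.1 or 2, no filter on low values, a stricter filter (above 5 RPKM in at least 3 libraries), the paper's stated thresholds (unadjusted p, ratio of the means of at least 4, mean above 2 RPKM), a fit of only the compared groups, array weights, median scaling, a replicate block, and leaving out each library in turn. The list tests were repeated with an estimated correlation, median scaling and the replicate block. The protein comparison was repeated with transcripts at 72 h, with a pseudocount of 0.1, with only proteins at a P of at most 0.05 and without each WT library. Chosen after the data were seen were the fits without 7 libraries that stand apart, without the 72 h groups and with a wider CAZyme list of 256 genes. A library stood apart when its closest library belonged to another group and its mean correlation with its own group was below 0.97. Splits of the same libraries were counted for every count of genes, all 10 splits of 3 against 3 libraries or 100 splits of several groups, the real one included in each case.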

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

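The tests of a mislabelled ∆Tgace1 or ∆Tgace2 culture, of WT cultures behind in time, of RNA from another culture on xylan and of the library that stands apart, the count over other splits of the libraries and the wider CAZyme list, were chosen after the result was seen. Avicel is the cellulose of these cultures, and all values are from the deposited RPKM.

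The responses of the strains differed by a test of the difference itself (interaction terms in limma, each response taken against the strain's own 0 h). For Avicel at 24 h the response of 31 CAZyme genes was higher in ∆Tgxyr1 than in WT and that of 16 was lower, of 233 tested. For xylan it was higher for 48 and lower for 19. The strains already differed at 0 h, where 18 CAZyme genes were lower and 1 was higher in ∆Tgxyr1, which enters these responses. Compared directly with WT at 24 h, 19 were higher and 24 lower in ∆Tgxyr1 on Avicel, and 40 and 22 on xylan. In ∆Tgace1 the responses gave 30 higher and 16 lower on Avicel and 37 and 2 on xylan. In ∆Tgace2 they were 30 and 15 on Avicel and 4 and 1 on xylan. The difference between Avicel and xylan changed from 24 h to 72 h in WT, upwards for 37 CAZyme genes and downwards for 47. At 24 h the signed difference, Avicel minus xylan, was higher in ∆Tgace1 than in WT for 26 genes and lower for 49, and in ∆Tgace2 for 26 and 14.

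Single genes showed how large these differences were. In ∆Tgxyr1 the response to Avicel was changed by -5.54 on the log2 scale for cbh1 (OPB45635; standard error 1.68, adjusted p = 0.0048 from limma) and by -4.99 for the MFS permease OPB41253 (standard error 1.13, adjusted p = 1.9e-04). The response to xylan was changed by -6.29 for BXL1 (OPB36249; adjusted p = 1.6e-06), by -7.47 for the GH5 gene OPB40914 (adjusted p = 2.1e-15) and by -8.19 for OPB41253 (adjusted p = 1.5e-08). On xylan at 24 h OPB41253 averaged 0.505 ± 0.146 RPKM (SD, n = 3 for each mean) in ∆Tgxyr1 and 433 ± 69.6 RPKM in WT (log2 difference -8.16, adjusted p = 5.6e-14), and OPB40914 averaged 1.01 ± 0.469 and 318 ± 40.5 RPKM (-7.33, adjusted p = 4.8e-23). On Avicel OPB41253 averaged 0.566 ± 0.42 and 245 ± 398 RPKM (-4.96, adjusted p = 2.1e-07). That difference was -3.02 without WT Avicel 24 h replicate 3 and did not pass when only the libraries of the compared groups were fitted.

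In ∆Tgace1 the response to Avicel was changed by 6.93 for cbh1 (OPB45635; adjusted p = 7.8e-04 from limma), by -5.10 for the chitinase gene OPB43505 (adjusted p = 4.9e-06) and by -2.35 for the C2H2 regulator gene OPB43096 (adjusted p = 5.2e-04). The response to xylan was changed by 5.25 for xyn2 (OPB43840; adjusted p = 0.0043) and by 8.84 for the GH11 gene OPB41202 (adjusted p = 1.1e-05). In ∆Tgace2 the response of OPB43505 to Avicel was changed by -4.88 (adjusted p = 1.0e-05). From 24 h to 72 h the difference of the GH11 gene OPB46017 between Avicel and xylan changed in WT by 5.64 (adjusted p = 1.5e-06). On Avicel at 24 h OPB43505 averaged 9.19 ± 7.66 RPKM (SD, n = 3 for each mean) in ∆Tgace1, a log2 difference from WT of -4.98 (adjusted p = 5.5e-10), and 6.04 ± 0.951 RPKM in ∆Tgace2 (-4.90, adjusted p = 8.2e-10). The fall in ∆Tgace1 did not pass when only the libraries of the compared groups were fitted. OPB43096 averaged 1843 ± 71.4 RPKM in WT, 27.9 ± 9.24 RPKM in ∆Tgace1 (-6.04, adjusted p = 1.0e-21) and 94.2 ± 19.2 RPKM in ∆Tgace2 (-4.29, adjusted p = 5.7e-15). At 0 h ∆Tgace1 already differed from WT in 433 genes, and its 0 h replicate 3 stood apart (mean r of 0.886 with its own group). Both enter the ∆Tgace1 responses. For OPB43096 in ∆Tgace1 the changed response (-2.35) is smaller than the direct difference (-6.04), so part of that fall was there at 0 h. The interaction terms were not repeated with single libraries left out.

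Most of the genes that depended on TgXyr1 lie outside the CAZyme list, 272 of 309 genes, and 102 of the 272 have an annotation. The 272 include TgXyr1 (OPB38038) itself, whose loss is fixed by its removal. With the wider CAZyme list 40 in place of 37 CAZyme genes depended on TgXyr1. The 3 added ones are the GH10 gene OPB45659, the GH67 gene OPB40700 and cel61b (OPB46655), chosen after their values were seen and of kinds that the paper covers. The MFS transporters gave 2, where 5.5 would fall among them by size alone, and the pentose catabolism genes gave 1. Of 100 splits of the same libraries, 1 gave as many as 309 dependent genes, the real one, and the highest of the others gave 301. The real count ran from 295 to 335 with single libraries left out, so it does not lie beyond its spread from that split and chance is not excluded.

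Genes of cytosolic ribosomal proteins are also not reported on. On Avicel at 24 h 54 of 97 were lower than on xylan in WT and 1 was higher, also 54 and 1 when adjusted over the list alone (camera adjusted p = 4.8e-20, and adjusted p = 0.60 with an estimated correlation).

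WT Avicel 24 h replicate 3 held cellulase and GH10 transcripts far above replicates 1 and 2. RNA of the 24 h Avicel cultures of ∆Tgace1 or ∆Tgace2 mixed in would bring nearly every gene specific to the donor. But 69% of 126 such genes stayed under 2% of the ∆Tgace1 level and 75.7% of 148 under 2% of the ∆Tgace2 level. The 4 h and 72 h cultures of these mutants were not tested as donors. TgACE2 (OPB44681) stood at 4.99 RPKM in replicate 3, which argues against a mislabelled ∆Tgace2 culture. The genes specific to ∆Tgace1 stood at a median of 0.6% of the ∆Tgace1 level (quartiles -0.4% and 2.7%), where the lower quartile of each ∆Tgace1 library against the others of its group was at least 29.2%, which argues against a mislabelled ∆Tgace1 culture of 24 h on Avicel. No biological explanation was tested.

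Cellulase transcripts on Avicel at 24 h were higher in ∆Tgace1 and ∆Tgace2 than in WT, and 26 CAZyme genes were higher in both mutants (39 and 41 in each), where independent lists would share 6.9. Both lists were taken against the same 3 WT libraries, so a part of the overlap can come from them, and simulated mutants without a difference, which shared at most 0 genes in 100 draws, leave out the real effects and do not settle that part. A shift of scaling by a few abundant genes would end the calls after median scaling, but 96.2% of the 26 stayed called. WT cultures behind in time cannot be told apart from an effect of the removed genes, since 53.8% of the 26 genes (14, exact 95% interval 33.4% to 73.4%) exceeded every WT Avicel library at 24 h and 72 h and the 72 h libraries differ widely. Such an effect may explain the rise and stays open as a hypothesis.

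GH11 transcripts on xylan at 24 h were higher in ∆Tgace1 than in WT. RNA of another culture of this series would need a donor with higher levels, but the ∆Tgace1 means of 3 of the 4 genes exceeded the highest library of every other group, though for OPB41202 only within its spread (2249.8 against 2195 RPKM), and xyn2 (OPB43840) was the exception. Replicate 2 stands apart from its group, and all 4 genes stayed called without it. After median scaling the lowest of the 4 log2 differences was 4.18, which argues against scaling. An effect of the removed gene may explain the rise, a hypothesis that could not be checked by the level of TgACE1.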

How the results depend on the processing

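The settings without the 7 libraries that stand apart, without the 72 h groups and with the wider CAZyme list were chosen after the result was seen. Direction and call of 49 of the 92 gene values were the same in every setting, and 13 of 20 counts stayed within 1.5 times in every setting. The cause was not tested for any change given here.

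Without the libraries that stand apart, with the stricter filter and with the replicate block, all 92 gene values kept direction and call, and the 18, 18 and 19 of 20 counts that were run stayed within 1.5 times. WT Avicel 24 h replicate 3 (mean r of 0.979 with its own group) does not stand apart by the rule and stayed in. Leaving out the libraries that stand apart therefore does not test the 24 h calls that rest on it. The replicate block gave 67 list tests past the threshold in place of 66. Without the 72 h groups 8 of 8 counts, and with the wider list 5 of 5 counts, stayed within 1.5 times. Correlations between deviations of the same replicate number ran from -0.153 to 0.157, and in 0 of 10 comparisons were all 3 above 0.1. In 2 of the 10 every library was closest to its own number. With no filter 2 gene values lost their call, cbh1 (OPB45635) between Avicel and xylan at 24 h and OPB46214 under CS at 4 h. Median scaling made 1 gene value pass and kept all 19 counts within 1.5 times.

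With a pseudocount of 0.1, 3 gene values lost their call and 4 gained one, among them TgXyr1 (OPB38038) in ∆Tgxyr1 on xylan, at -4.42 in place of -1.62. The count of other CAZyme genes lower in ∆Tgxyr1 was 23 in place of 14, and that of GH10 and GH11 genes higher on Avicel than on xylan was 0 in place of 1. With a pseudocount of 2, 6 gene values lost their call, among them TgACE2 (OPB44681) in ∆Tgace2, at -1.61 on Avicel (-2.34) and -1.45 on xylan (-2.16). At the paper's stated thresholds TgXyr1 passed in ∆Tgxyr1 on xylan (-1.62), 26 other CAZyme genes were lower in ∆Tgxyr1, and ∆Tgace2 differed from WT on xylan in 504 genes in place of 321.

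With only the libraries of the compared groups fitted, 24 gene values lost their call and 1 gained one. The TgXyr1-dependent CAZyme genes were then 20 in place of 37, the main cellulases induced by Avicel alone 0 in place of 7, the GH10 and GH11 genes 0, and the genes changed in ∆Tgace1 on Avicel 450 in place of 801. With array weights, 22 other CAZyme genes were lower in ∆Tgxyr1 and 0 GH10 and GH11 genes were higher on Avicel. The 72 h differences between Avicel and xylan changed sign for XYN3 (OPB40690), from 0.10 to -0.05, and OPB46304, from -1.88 to 0.28.

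With single libraries left out (leave-one-out), 511 of 546 gene values kept direction and call. The count of GH10 and GH11 genes ran from 0 to 1, with 0 without WT Avicel 24 h replicate 3. Values that changed sign ran from -3.50 to 0.37 for xyn2 (OPB43840) and from -0.22 to 3.20 for OPB41202 between Avicel and xylan at 24 h, from -0.05 to 0.20 for XYN3 at 72 h, and from -0.63 to 0.24 for OPB46017 in ∆Tgace2 on xylan. The polysaccharide-induced CAZyme genes ran from 100 to 112, the CS-induced ones from 54 to 58, those induced by both from 51 to 56, the TgXyr1-dependent ones from 32 to 41, and the main cellulases from 5 to 7. All 10 counts of genes changed at 24 h stayed within 1.5 times, that of ∆Tgace1 on xylan from 871 to 1328. Where 1 of 2 CS libraries was left out, the remaining one was taken to vary like the other groups.

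With an estimated correlation 1 of 260 list tests passed in place of 66. With median scaling 4 list tests that had not passed changed sign, the xylanases in ∆Tgxyr1 on xylan passed, also with the replicate block, and the proteasome genes on Avicel against 0 h no longer did. The correlation of proteins with transcripts was 0.240 with a pseudocount of 0.1, 0.370 over 56 proteins with a P of at most 0.05 and 0.210 to 0.253 without single libraries. What depth limits is unknown, since the table holds no counts.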

Differences from the paper's values

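The count over other splits of the libraries was chosen as a test after the result was seen. The paper's limits are a ratio above 4 and p under 0.01, and here p was adjusted and a pseudocount entered the ratio. The lists differ as well, since the paper's CAZyme list was not used here. An alternative is said to come close where its value lies within 1.5 times of the paper's, which leaves a difference.

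The CAZyme genes listed were 241, against the paper's 476. By class they were 13 CE (the paper's 52), 11 AA (the paper's 57) and 23 GT (the paper's 97). These sizes have no alternative among those set before the data were examined.

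Of the CE genes 53.8% were induced by the polysaccharides, against the paper's 26.9%. A pseudocount of 2 (38.5%) comes within 1.5 times of it, and a pseudocount of 0.1, no filter, the stricter filter, the paper's stated thresholds, array weights, median scaling and the replicate block (each 53.8%) and the compared groups alone (46.2%) do not, nor does leaving out any 1 library.

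Of the 4 PL genes 0.0% were induced (limma, 3 at an unadjusted p under 0.05 in some condition), against the paper's 16.7%. Array weights (25.0%, 1 gene of 4) come within 1.5 times of it, as does leaving out any 1 of WT 0 h replicates 1 and 2 and xylan 24 h replicates 1 and 2. A pseudocount of 0.1 and the paper's stated thresholds (50.0% each) do not, nor do a pseudocount of 2, both filters, the compared groups alone, median scaling and the replicate block (0.0% each).

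Of the GT genes 13.0% were induced, against the paper's 5.2%. No alternative comes that close, leaving out single libraries included, with 8.7% at a pseudocount of 2, 17.4% at a pseudocount of 0.1, 21.7% at the paper's stated thresholds and 13.0% in the others.

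CS induced 58 CAZyme genes, against the paper's 109. No alternative comes that close, leaving out single libraries included, with 69 at the paper's stated thresholds, 66 at a pseudocount of 0.1, 62 with median scaling, 60 with the compared groups alone, 58 with no filter or the replicate block, 57 with the stricter filter or array weights and 44 at a pseudocount of 2.

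Of the polysaccharide-induced CAZyme genes 47.6% were not induced by CS, against the paper's 23.8%. No alternative comes that close, leaving out single libraries included. The values were 37.1% with the compared groups alone, 45.8% with median scaling, 48.4% at the paper's stated thresholds, 50.8% and 52.4% at pseudocounts of 0.1 and 2, 51.8% with array weights and 47.6% in the others.

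Of the 241 listed CAZyme genes 15.35% depended on TgXyr1, against the paper's 6.93% of its longer list. The list sizes enter these shares. As a count, the 37 dependent genes here lie nearer to the paper's number than the 20 of the compared groups alone. The sets are not the same, since the paper's genes are all cellulases, xylanases or other hemicellulases. The 37 also hold other kinds, such as the GT8 glycogenin OPB45046 and the GH24 lysozyme OPB46444, named after their values were seen. In share, the compared groups alone (8.30%) come within 1.5 times of the paper's value. A pseudocount of 0.1 and the paper's stated thresholds (18.67% each), a pseudocount of 2 (10.79%), array weights (17.01%), no filter and the replicate block (15.35% each) and the stricter filter and median scaling (14.94% each) do not, nor does leaving out any 1 library.

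Several statements about single genes differ as well, mostly in that a rise was not called. The paper has TgXyr1 (OPB38038) strongly induced by xylan, and here it rose, but its log2 differences from 0 h on xylan were 1.78 at 4 h, 0.26 at 24 h and 1.98 at 72 h, none of them called. The values at 4 h and 72 h pass at the paper's stated thresholds and with a pseudocount of 0.1, and that at 72 h with array weights, with median scaling, and without 0 h replicate 3 or xylan 72 h replicate 1. Under CS, where the paper has it highly induced, it was called here too, at 4 h (2.34) and 72 h (3.35). The paper has the ACE3 homolog OPB36832 induced by xylan too, and its log2 differences there were 0.91, -0.49 and 1.45 at the 3 times, none called in any setting.

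The paper has both exoglucanases, 1 GH11 gene and 1 acetyl xylan esterase slightly induced by CS. Here xyn2 (OPB43840) and OPB46214 were, and cbh1 (OPB45635, 2.47 at 4 h) and cbh2 (OPB43438, 1.67 at 4 h) rose but were not called, though cbh1 was with array weights and with the compared groups alone. The paper has these genes under TgXyr1. Neither xyn2 nor OPB46214 depended on TgXyr1 by the definition used here, while cbh1 and cbh2 did. The definition leaves out genes that a polysaccharide still induces in ∆Tgxyr1. On xylan at 24 h xyn2 was still induced there, though lower than in WT. The paper's group falls in ∆Tgxyr1 to its low CS level, so the definitions differ and this point does not contradict the paper. The paper has every CS-induced CAZyme gene within the polysaccharide-induced ones, and here 3 of 58 were not. It has the remaining polysaccharide-induced genes almost all under TgXyr1, and here 32 of 50 depended on it. It has other CAZyme genes unaffected in ∆Tgxyr1, and here 40 were higher and 14 lower, or 26 lower at the paper's stated thresholds, 23 with a pseudocount of 0.1 and 22 with array weights. Genes called in opposite directions in different conditions are counted both as higher and as lower. The paper describes carbon as limited in ∆Tgxyr1 on the polysaccharides, which these counts cannot tell from an effect of TgXyr1. Of 100 splits of the same libraries 13 gave at least 14 lower genes, so chance is not excluded for that count.

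The paper has most induced β-glucosidases induced by both polysaccharides, and here 1 of 6 was. The list here holds 10 genes, fewer than the paper's. It leaves out OPB36181, annotated as a probable β-glucosidase and chosen after its values were seen, which both polysaccharides induced. The paper describes the CAZyme profiles of ∆Tgace1 and ∆Tgace2 as similar to WT. Here 39 and 41 CAZyme genes were higher on Avicel at 24 h than in WT and 17 and 15 lower, while the responses of 233 CAZyme genes correlated with those of WT at r = 0.681 and 0.758 there, and at 0.700 to 0.838 and 0.801 to 0.848 in the other 5 xylan and Avicel conditions.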

Other observations

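The counts over other splits of the libraries were chosen as tests after the result was seen. The values below belong to no claim of the paper.

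The gene gpd1 (OPB42895), annotated as glyceraldehyde-3-phosphate dehydrogenase, stood out on Avicel at 24 h in WT. It averaged 30.3 ± 15.7 RPKM (SD, n = 3 for each mean) there and 2226 ± 339.9 RPKM on xylan, a log2 difference of -6.26 (standard error 0.87, adjusted p = 7.7e-09 from limma). On Avicel it averaged 9301 ± 3207 RPKM in ∆Tgxyr1, a log2 difference from WT of 8.27 (adjusted p = 8.9e-13). In ∆Tgace2 it averaged 6464 ± 555 RPKM, a difference of 7.81 (adjusted p = 1.2e-11).

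Some genes of cytosolic ribosomal proteins were higher in the mutants than in WT on Avicel at 24 h. Of 97 genes, 60 were higher in ∆Tgace1 (camera adjusted p = 3.0e-42, and adjusted p = 0.39 with an estimated correlation), 34 in ∆Tgace2 (adjusted p = 1.6e-19, and adjusted p = 0.61 with an estimated correlation) and 13 in ∆Tgxyr1 (adjusted p = 1.2e-12, and adjusted p = 0.63 with an estimated correlation), the same when adjusted over the list alone. In WT 8 were lower and 1 higher on Avicel than at 0 h, the same when adjusted over the list alone (adjusted p = 2.4e-11, and adjusted p = 0.64 with an estimated correlation). Histone genes gave 4 of 11 lower on Avicel than on xylan in WT, 4 when adjusted over the list alone (adjusted p = 0.0014, and adjusted p = 0.60 with an estimated correlation).

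In ∆Tgxyr1 on Avicel at 24 h, 5 of 7 genes of the glyoxylate cycle and gluconeogenesis were higher than in WT (camera adjusted p = 0.0062, and adjusted p = 0.39 with an estimated correlation). Of 177 MFS transporters 29 were higher and 2 lower (adjusted p = 0.041, and adjusted p = 0.62 with an estimated correlation). Of 37 stress genes (heat shock proteins, catalases and superoxide dismutases) 12 were higher and 2 lower (adjusted p = 0.016, and adjusted p = 0.60 with an estimated correlation). On xylan 6 of 36 proteasome genes were lower (adjusted p = 7.6e-15, and adjusted p = 0.60 with an estimated correlation), as were 3 of 6 pentose catabolism genes (adjusted p = 0.003, and adjusted p = 0.39 with an estimated correlation). These counts were the same when adjusted over the list alone.

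In ∆Tgace2 on Avicel at 24 h, 13 of 70 genes of small secreted cysteine-rich proteins (SSCRP) were higher than in WT (camera adjusted p = 0.0014, and adjusted p = 0.60 with an estimated correlation), as were 5 of 13 hydrophobins (adjusted p = 0.013, and adjusted p = 0.67 with an estimated correlation) and 8 of 15 xylanases (adjusted p = 0.015, and adjusted p = 0.78 with an estimated correlation). In ∆Tgace1 10 xylanases were higher and 1 lower (adjusted p = 0.0018, and adjusted p = 0.64 with an estimated correlation). Of 22 chitinases 8 were lower and 1 higher in ∆Tgace1 (adjusted p = 0.017, and adjusted p = 0.63 with an estimated correlation) and 9 were lower and 1 higher in ∆Tgace2 (adjusted p = 0.02, and adjusted p = 0.64 with an estimated correlation). These counts were the same when adjusted over the list alone. The lists of mannanases, cellulose-binding accessory proteins, proteases, amino acid permeases and conidiation genes passed in none of the 10 comparisons, with a lowest adjusted p of 0.085.

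In ∆Tgace2 3 genes were far higher than in WT on xylan at 24 h. The O-methyltransferase gene OPB40672 averaged 444 ± 200.2 RPKM (SD, n = 3 for each mean) in ∆Tgace2 and 1.65 ± 1.08 RPKM in WT (log2 difference 7.36, adjusted p = 5.5e-08 from limma). The dehydrogenase gene OPB40674 averaged 757 ± 324 and 12.2 ± 1.64 RPKM (5.74, adjusted p = 5.7e-10). OPB40675, annotated as equisetin synthetase, averaged 225 ± 109 and 6.73 ± 2.61 RPKM (4.78, adjusted p = 8.8e-13). Whether the 3 genes are neighbours was not tested.

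Avicel and CS differed little early in WT. At 4 h 1 gene was higher on Avicel than under CS and 0 were lower (limma, 1008 at an unadjusted p under 0.05). At 24 h 23 were higher and 18 lower (2114 at an unadjusted p under 0.05), with 11 CAZyme genes among the higher ones and 0 among the lower. At 72 h 644 were higher and 243 lower. WT Avicel 72 h replicate 2 had a mean correlation of 0.784 with its own group and of 0.972 with its closest library, replicate 2 of WT under CS at 72 h. The 6 other libraries that stand apart were ∆Tgace1 0 h replicate 3 (0.886 with its own group), ∆Tgace1 xylan 24 h replicate 2 (0.933), ∆Tgace1 Avicel 4 h replicate 2 (0.943), 24 h replicate 1 (0.915) and 72 h replicate 3 (0.922), and ∆Tgace2 Avicel 4 h replicate 1 (0.961). In ∆Tgxyr1 the 2 polysaccharides gave 73 genes higher and 73 lower on Avicel than on xylan at 24 h.

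TgCLR-2 (OPB38568), which the paper tests by knockout, averaged 2.55 ± 0.541 RPKM (SD, n = 3 for each mean) on glucose in WT, 18.3 ± 0.983 RPKM on xylan at 4 h and 33.4 ± 5.05 RPKM on Avicel at 4 h. On Avicel at 24 h it averaged 14 ± 13.4 RPKM in WT, 58.1 ± 21.7 RPKM in ∆Tgxyr1 and 48 ± 4.99 RPKM in ∆Tgace2.

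Splits of the same 6 libraries into 3 against 3 number 10, the real one included, too few for a share under 0.05. In each comparison 1 split, the real one, gave a count as large as its own. The genes changed in WT at 24 h against 0 h were 1397 on Avicel with a highest other split of 1, 774 on xylan with 2 and 1237 under CS with 0. Between Avicel and xylan they were 1247 with 6, and the GH10 and GH11 genes 1 with 0. Between ∆Tgxyr1 and WT they were 1332 on Avicel with 0 and 1311 on xylan with 2, for ∆Tgace1 801 with 58 and 1041 with 140, and for ∆Tgace2 1099 with 16 and 321 with 0.

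Of 100 drawn splits of the larger designs, 1 gave 105 polysaccharide-induced CAZyme genes, the real one, and the highest other gave 45. The same held for 58 CS-induced genes (40), 55 induced by both (20) and 37 TgXyr1-dependent CAZyme genes (25), so these counts lie beyond those of shuffled labels. The WT splits mixed all conditions and so took away both inductions at once. They cannot tell whether the 55 genes exceed a chance overlap of real inductions, or come in part from the shared 0 h libraries. For the 7 main cellulases induced by Avicel alone 3 splits reached 7, the real one included, a share under 0.05 with a highest other count that is also 7. That count was 5 to 7 with single libraries left out and 0 when only the libraries of the compared groups were fitted. Chance is not excluded for the 14 other CAZyme genes lower in ∆Tgxyr1, where 13 splits gave as many and the highest other gave 42. Why a split gave several times the real count was not tested.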
